# Single-cell atlas of rhesus monkey testis reveals aging- and season-dependent regulation of spermatogenesis and microenvironment homeostasis

**DOI:** 10.7150/ijbs.134245

**Published:** 2026-07-20

**Authors:** Shengnan Wang, Yichao Wang, Li Wu, Xiang Shi, Yaping Yan, Lei Zhang, Weizhi Ji, Naixue Yang, Wei Si

## Abstract

Spermatogenesis is a highly orchestrated process that depends on precise coordination between germ cells and the testicular microenvironment. However, how intrinsic aging and seasonal transitions regulate this process in nonhuman primates remains poorly defined. Here we generate a single-cell transcriptomic atlas of the rhesus monkey testis spanning prepubertal, adult and aged stages across breeding and non-breeding seasons. We uncover pronounced seasonal oscillations in meiotic germ cells that coincide with remodeling of Sertoli-cell junctional programs, including tight- and adherens-junction components, supporting blood-testis barrier plasticity as a seasonally tuned layer associated with meiotic progression. Within the spermatogonial compartment, we identify a transcriptionally distinct, high-stemness undifferentiated spermatogonial state (U3) that is selectively enriched during the adult non-breeding season and progressively depleted with aging. U3 cells exhibit PDGF-associated signaling together with transcriptional programs linked to cytoskeletal organization and metabolic adaptation, consistent with a high-plasticity SSC state responsive to seasonal cues. Guided by these signatures, we establish a three-dimensional collagen-PDGF culture platform that enhances colony formation and supports extended propagation of rhesus SSCs in vitro. Finally, aging-associated shifts in testicular immune cell composition in rhesus monkeys were observed, including expanded CD3⁺CD4⁻CD8⁻ T-cell populations and pro-inflammatory macrophage profiles with diminished antigen-presentation signatures, and this phenotypic observation aligns with heightened inflammatory pressure on spermatogenic homeostasis. Collectively, this study delineates the age- and season-dependent regulation of spermatogenesis in rhesus monkeys, and provides new mechanistic insights into testicular aging and homeostasis.

## Introduction

Spermatogenesis is a highly orchestrated process that relies on continuous interactions between germ cells and somatic components within the testicular microenvironment^1^. In humans and non-human primates, testicular aging is characterized by progressive declines in spermatogenic output, Leydig and Sertoli cell dysfunction, and remodeling of the testicular microenvironment, underscoring the need to define aging-related cellular and molecular changes in primate testes at single-cell resolution. Age-related male reproductive decline is characterized by stem cell depletion, impaired somatic cell function, and disrupted immune homeostasis. Recent single-cell transcriptomics studies have delineated the cell composition of primate testes and revealed aging-associated alterations in both humans and macaques^2^-^4^. As a widely used experimental model, the rhesus monkey (*Macaca mulatta*) not only shares high physiological and genetic similarity with humans but has also evolved a distinct reproductive seasonality, characterized by pronounced fluctuations in spermatogenic activity, steroidogenesis, and immune composition^5^-^7^. These unique features, which remain underexplored at single-cell resolution, particularly in the context of aging, offer a valuable framework to elucidate how intrinsic aging and seasonal cues converge at the molecular and cellular levels to regulate testicular physiology^8^, ^9^. However, existing datasets on rhesus monkeys are predominantly cross-sectional, limiting the resolution needed to disentangle the complex interplay between intrinsic aging and extrinsic environmental factors, particularly reproductive seasonality. Consequently, the molecular basis by which intrinsic aging and reproductive seasonality jointly shape spermatogenesis, niche plasticity, and immune privilege remains largely undefined.

In the rhesus monkey, seasonal reproduction involves cyclical transitions between an active breeding phase, marked by elevated androgen production and robust spermatogenesis, and a quiescent non-breeding phase characterized by seminiferous epithelium regression, spermatogenic arrest, and altered immune activity. Within this dynamic testicular microenvironment, Sertoli cells provide structural and metabolic support essential for germ cell development^10^. A key feature of Sertoli cell function is the formation and dynamic remodeling of the blood-testis barrier (BTB)^11^, ^12^, which partitions the seminiferous epithelium into basal and luminal compartments via tight and adherens junctions, thereby maintaining testicular homeostasis and facilitating germ cell differentiation during meiosis^12^-^14^. Leydig cells, situated in the interstitial space between seminiferous tubules, serve as the primary source of testosterone^15^. Although testosterone may have limited effects on spermatogonial proliferation, it promotes meiotic progression^16^. Spermatogenesis is a highly intricate process that requires coordinated support from somatic cells both within and around the seminiferous tubules to establish an optimal microenvironment. Proper initiation of meiosis by spermatogonial stem cells (SSCs) along the basement membrane is critical for generating haploid spermatids. In addition to their differentiation potential, SSCs retain self-renewal capacity, underscoring the importance of SSC heterogeneity and niche remodeling in maintaining spermatogenesis under fluctuating conditions^17^. Despite extensive studies on BTB dynamics and SSC biology, the molecular mechanisms regulating BTB dynamics, somatic cell function, and SSC fate decisions, particularly under the influences of aging and seasonal transitions remain largely unresolved. The integrity of spermatogenesis is not only related to the testicular microenvironment but also directly intertwined with immune regulatory mechanisms^18^, ^19^. Consequently, its remodeling during aging or across breeding and nonbreeding seasons must be intrinsically linked to shifts in testicular immune modulation. Under physiological conditions, this immune privilege is sustained through a specialized microenvironment composed of activated (M2) macrophages, regulatory T cells, and tolerogenic dendritic cells, which collectively suppress inflammation and prevent autoimmune responses against germ cell antigens^20^. Aging shifts this balance toward a pro-inflammatory milieu characterized by M1 macrophage accumulation, increased antigen presentation, and NF-κB pathway activation, thereby promoting germ cell apoptosis and compromising niche integrity. Chronic low-grade inflammation further compromises SSC maintenance and accelerates degenerative changes in the seminiferous epithelium. However, the spatiotemporal dynamics, lineage plasticity, and intercellular communication of immune cells in the aging primate testis remain poorly characterized, particularly in the context of seasonal reproductive transitions.

How intrinsic aging and extrinsic seasonal cues modulate somatic cell function, influence BTB dynamics, shape SSC heterogeneity, and ultimately reprogram immune privilege remains unclear. To address these knowledge gaps, we applied single-cell transcriptomics to profile testes of rhesus monkeys across prepuberty, adult, and aged stages during breeding and nonbreeding seasons. We found that Sertoli cells exhibit season-associated remodeling of tight-junction programs that coincides with changes in meiotic germ-cell states, while SSCs balance meiosis initiation with stemness maintenance across distinct functional subpopulations. We identify a transcriptionally distinct, high-stemness undifferentiated spermatogonial state (U3) that is specifically enriched during the adult non-reproductive season and is characterized by activation of PDGF-associated pathway. Guided by this signature, we established a 3D collagen-PDGF composite scaffold system that enhances clonogenic formation and supports extended propagation of rhesus SSCs in* vitro*. In parallel, we observe aging-associated immune compositional changes in the testicular niche, including an increased abundance of a CD3⁺CD4⁻CD8⁻ T-cell population and pro-inflammatory macrophage programs. Notably, the pro-inflammatory macrophages (Mφ_SPAG16, M1-like) expand during the non-breeding season, consistent with heightened inflammatory pressure and reduced niche support. Together, this study provides a single-cell framework to interpret how intrinsic aging and seasonal transitions reshape spermatogonial, somatic and immune states in the testis of rhesus monkeys.

## Methods

### Animals and ethics

Six male rhesus monkeys (1-22 years) were included: prepubertal (1 year, n = 2), adult (6 years, n = 2), and aged (22 years, n = 2) groups. Testicular samples were collected following established protocols^21^. For seasonal comparison, each monkey contributed paired samples: one testis was collected during the non-breeding season (August) and the contralateral testis during the breeding season (December). To address potential effects of unilateral orchiectomy, we followed prior evidence showing that circulating gonadotropin and androgen levels exhibit only transient changes after hemicastration, with LH and testosterone returning to baseline within 48 h and no sustained alteration in FSH^22^. This paired design yielded two biological replicates (n = 2) for each age-season condition. All procedures were approved by the Institutional Animal Care and Use Committee of Kunming University of Science and Technology (authorization code: LPBR202104015) and were conducted in accordance with the *Guide for the Care and Use of Laboratory Animals* (8th edition).

### Isolation and preparation of single-cell suspensions from rhesus monkey testicular tissue

Testes were rinsed with PBS and minced into small pieces. The tissue fragments were digested with 5% type IV collagenase (Gibco, Life Technologies) at 37°C for 20 minutes. After two washes with PBS, digested samples were supplemented with 10% fetal bovine serum (FBS) to quench enzymatic activity and centrifuged at 400 g for 5 min. Cell pellets were resuspended in PBS containing 1% bovine serum albumin (BSA) and filtered through a 100 μm nylon cell strainer (B&D) to obtain single-cell suspensions.

### qRT-PCR analysis

Total RNA was extracted from testis tissue using TRIzol (Invitrogen, US) according to the manufacturer's instructions. Approximately 1µg of RNA was reverse-transcribed into cDNA using a commercial reverse transcription kit (TIANGEN, China). qPCR was performed using SYBR Green PCR master mix (Roche, Switzerland). Relative mRNA expression was normalized to β-actin and calculated using the 2-ΔΔCt method. PCR primer sequences are provided in Table S1.

### Immunofluorescence staining

Immunofluorescence staining was performed as described previously 7. Briefly, OCT-embedded sections (10 μm) were rinsed in distilled water, permeabilized with 0.4% Triton X-100 for 30 min, and washed three times in PBS. Sections were blocked with 10% donkey serum in PBS for 1 h at room temperature, incubated with primary antibodies overnight at 4 °C, and then incubated with fluorescence- conjugated secondary antibodies for 1 h at room temperature. Nuclei were counterstained with Hoechst 33342 (Thermo Fisher, H3570, 1:1000). Images were acquired on a Leica TCS SP8 DIVE confocal microscope. The primary antibodies used were: anti-SYCP3 (Novus, NB300-229, 1:100), anti-DDX4 (Abcam, Ab27591, 1:500), anti-Collagen IV (Millipore, AB769, 1:200), anti-p16 (SANTA CRUZ, sc56330, 1:100), and anti-SSEA4 (Millipore, 3849119, 1:100). The secondary antibodies were: rabbit anti mouse IgG (Abcam, ab150126, 1:500) and goat anti-rabbit (Abcam, ab150077, ab150080, and ab150079; 1:800).

### Electron microscopy

Testis tissue was excised into small pieces and fixed in 2.5% glutaraldehyde for 4 h at room temperature, followed by further fixation for 24 h at 4°C. Samples were rinsed three times (5 minutes each) in 0.1 M PBS and post-fixed in a 1:1 mixture of 2% osmium tetroxide and 3% potassium ferrocyanide in the dark for 2 h at 4°C. After three rinses in distilled water, samples were dehydrated through graded ethanol (30%, 50%, 70%, 95%, and 100%; two changes each, 10 min per change) and transitioned with 100% acetone (two changes, 10 min each). Samples were infiltrated with acetone: Epon 812 mixtures (3:1, 1:1, 1:3; 1 h each), followed by pure Epon 812 for 3 h, embedded, and polymerized at 65°C for 48 h. Ultrathin sections (70 nm) were cut with a 45° diamond knife, collected onto 100-mesh grids, and stained with 2% uranyl acetate in the dark for 8 min, followed by 2% lead citrate staining in the dark for 5 min. Sections were imaged on a Hitachi HT7800 transmission electron microscope.

### Flow cytometry

Single-cell suspensions (0.5×10^6^ cells) were incubated with fluorescence-conjugated antibodies for 30 minutes at 4 ℃. Prior to acquisition, dead cells and debris were removed using magnetic-bead-based cleanup. Unstained cells were used as a negative control, and single-stained CD3-PerCP-Cy5-5-A samples (BD, 555332) were prepared for compensation. For intracellular staining, cells were fixed and permeabilized using the BD Fixation/Permeabilization Solution Kit (BD, 554714) according to the manufacturer's instructions. Data were acquired on a flow cytometer (BD FACS Aria III) and analyzed with Flowjo VX software (10.8.1).

### SSCs culture

The culture medium for SSCs was composed of StemPro-34 SFM (Invitrogen, 10639-011), 10% fetal calf serum (FBS, HyClone), 1 mM penicillin (Lifetech Gibco), 2 mM L-Glutamine (Gibco, Cat# 11140-050), 0.1 mM β-mercaptoethanol (Sigma, M3148-25ML), 1 mM sodium pyruvate (Gibco, 11360070), 1 mM NEAA (nonessential amino acid, Gibco, 35050-061), 60 µM putrescine(Sigma, 51799-100MG), 40 ng/mL human GDNF (R&D, 212-GD), 50 ng/mL human PDGF (Stem cell, 78154), 10 µg/mL human biotin (Selleck, 58-85-5), 40 ng/mL VC (Vitamin C, Sigma, PHR1008-2G), 1 μM Melatonin (Stem cell, S2924), 10 ng/mL human EGF (Invitrogen, Cat# BMS320), 1000 U mouse LIF (Millipore, ESG1106), 2 ng/mL human bFGF (Millipore, GF003), and recombinant Wnt3a (R&D, 5036-WN-010). Wnt3a was prepared in 1% BSA. For 3D culture, 1×10^6^ cells were resuspended in 1 ml of RGF BME Type 2 (R&D, 3533-005-02) on ice. Aliquots (35 μL) were dispensed into wells to form spherical droplets allowed to gel at room temperature, and then overlaid with the SSCs culture medium. Culture was maintained at 37 °C in 5% CO_2_.

### Single-cell RNA-sequencing data processing

The raw data (fastq files) from single-cell RNA sequencing were pre-processed using the Cell Ranger Single Cell Software Suite (version 9.0.0) provided by 10× Genomics. The reads were aligned to the *Macaca mulatta* reference genome (Macaca_mulatta. ensembl. Mmul_10). Filtered gene-cell count matrices from each sample were imported into Seurat (v4.2.0) in R for downstream analysis. Quality control was first performed on each sample individually. Genes detected in fewer than three cells were excluded. Cells were removed if they contained fewer than 300 detected genes, more than 30,000 UMIs, or a mitochondrial transcript fraction greater than 3% (Table S2). Subsequently, we executed a global scaling normalization procedure using the “*NormalizeData*” function with the “*LogNormalize*” method for each sample. And the top 2,000 highly variable genes were identified using the “*FindVariableFeatures*” function. To integrate cells from different samples, we used the Reciprocal PCA (rpca) method of the “*FindIntegrationAnchors*” function to identify “anchors” between samples. We then integrated the datasets using the “*IntegrateData”* function with 30 dimensions, resulting in a Seurat object containing an integrated expression matrix for all cells. The integrated expression matrix was then scaled using “*ScaleData*” function, followed by principal component analysis (PCA) with *"RunPCA"*. Low-dimensional visualization was performed using Uniform Manifold Approximation and Projection (UMAP). Cell clusters were identified using Seurat's shared nearest-neighbor (SNN) graph-based clustering implemented in “*FindNeighbors*” and “*FindClusters*” functions.

To assess ambient RNA contamination, contamination scores were estimated for each sample using “decontX” (version 0.99.3). Clusters with a contamination rate greater than 0.9 were considered highly contaminated and were removed from subsequent analyses. Next, we performed preliminary cell annotation based on the expression of marker genes. We used the R package “DoubletFinder” (version 2.0.3) to estimate the doublet rate of the cells in the data based on the annotation results and sample information. Doublets identified by the algorithm were removed. After exclusion of contaminated clusters and predicted doublets, the dataset was reprocessed, resulting in a final high-quality dataset comprising 86,969 cells.

### Quantification of age/season enrichment across cell clusters

To quantify whether specific cell clusters were enriched or depleted under a given age or seasonal condition, we calculated the ratio of observed to expected cell numbers in each cell cluster across different tissues to get the ratio of observation to expectation (*Ro/e*). For a given cell cluster, *Ro/e* > 1 indicates relative enrichment, whereas *Ro/e* < 1 indicates relative depletion under that condition.

### RNA velocity, PAGA, and pseudotime analysis

RNA velocity analysis was performed using the scVelo Python package (version 0.3.2). Specifically, spliced and unspliced transcript count matrices were processed by filtering out genes with fewer than 20 shared counts, followed by normalization and the selection of the top 2,000 highly variable genes using *scv.pp.filter_and_normalize*. First- and second-order moments of cell neighborhood were computed across 30 nearest neighbors in the 30-dimensional principal component (PCA) space (*scv.pp.moments*). Gene-specific RNA velocities were then estimated using the stochastic model (*scv.tl.velocity*), which captures steady-state assumptions while accounting for intrinsic expression variability. A velocity graph was constructed based on cosine correlations of cell-to-cell transitions (*scv.tl.velocity_graph*), and the resulting velocity vectors were projected onto UMAP embeddings to visualize cellular dynamics as streamlines (*scv.pl.velocity_embedding_stream*). Furthermore, to accurately capture fine-grained developmental trajectories across different physiological conditions, PCA and nearest-neighbor graphs (n_pcs = 30, n_neighbors = 30) were independently re-calculated for each subgroup prior to subgroup-specific velocity estimation. Finally, the temporal progression of cells was inferred using scVelo's pseudotime computation (*scv.tl.velocity_pseudotime*). To examine coarse-grained relationships among spermatogonial subpopulations, partition-based graph abstraction (PAGA) analysis was performed using Scanpy (version 1.10.1). Specifically, neighborhood graphs were reconstructed from diffusion map coordinates with n_neighbors set to 10. Cluster-level connectivity was then estimated using the default PAGA model (v1.2) based on these graphs. This approach was used to summarize the connectivity structure among undifferentiated, differentiating, and differentiated spermatogonial states and to support trajectory interpretation at the cluster level.

### Transcription factor regulon activity

Transcription factor regulon activity was assessed using “pySCENIC” (version 1.0.1). Regulons were initially identified by examining the coexpression patterns between transcription factors and their target genes. This was followed by a motif analysis to confirm the regulatory interactions. The activity of each regulon in individual cells was quantified using the AUCell algorithm, which computes a score between 0 and 1, indicating the regulon's activity level. The “ComplexHeatmap” (version 2.18.0) package was utilized to generate heatmaps of the AUC values for all regulators with row clustering method performed using the “complete” linkage method to form five distinct clusters. Subsequently, the target genes within each cluster were subjected to enrichment analysis using the Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases via the msigdbr package. Pathways that were significantly enriched and exhibited unique functions were selected for presentation.

### Cell-type prioritization analysis with Augur

Cell types of germ cells were ranked using the R package “Augur” (version 1.0.3), which is an analytical framework that prioritizes cell types most responsive to biological perturbations or conditions in single-cell genomics data. Briefly, the method selects the most variable genes from a set of single-cell data, withholds a subset of cells for testing, trains classifiers with the remaining cells for each cell type, and predicts the withheld labels using the trained model. This process is repeated over several iterations, and an AUC is reported for each iteration and cell type. An AUC of 1 indicates a perfectly predictive model, while an AUC of 0.5 indicates a model that predicts no better than random guessing. For AUC analysis of germ cells across different ages or seasons, we used the default Augur parameters.

### Identification of differentially expressed genes (DEGs)

Differentially expressed genes (DEGs) were identified using the Wilcoxon rank-sum test via the “*FindMarkers*” function in Seurat. Genes detected in at least 10% of cells in either comparison group were included in the analysis (min.pct = 0.1). P-values were adjusted for multiple testing using the Bonferroni correction, and genes with an adjusted P value < 0.05 were considered significantly differentially expressed genes. To assess the biological functions of differentially expressed genes in each comparison, we performed enrichment analysis of gene ontology (GO) biological process (BP) using “clusterProfiler” R package (version 4.10.1).

### Cell-cell communication analysis

Intercellular communication networks were inferred using the R package CellChat (v2.1.2). For each analysis group, a CellChat object was constructed from normalized gene expression data. We utilized the human ligand-receptor interaction database (CellChatDB.human), focusing specifically on "Secreted Signaling" pathways. To account for potential signaling dropout, expression data were projected onto a protein-protein interaction network (PPI.human) before computing communication probabilities. To ensure statistical reliability, any interaction involving cell types with fewer than 10 cells was filtered out. Signaling pathway-level communications were subsequently calculated using the *computeCommunProbPathway* function. Finally, the global communication network was aggregated via *aggregateNet* to quantify total interaction strengths and the number of connections between cell types.

### Empirical cumulative distribution function

The empirical cumulative distribution function (ECDF) represents the cumulative distribution of each value in a given dataset. It was visualized by plotting the proportion of observations in the dataset that were less than or equal to a given value against the total number of observations. Using the ggecdf function from the ggpubr R package (version:0.6.0), we plotted the distribution curves of germ cells along pseudotime under each age-season condition to analyze the distribution characteristics and compare their differences.

### Correlation analysis of SSC subpopulations across species

We obtained the human dataset from the Gene Expression Omnibus (GEO) database under accession number GSE142585 and the mouse dataset under accession number GSE112393. Both datasets were downloaded directly from the GEO Data Portal (https://www.ncbi.nlm.nih.gov/geo/) and used for subsequent analyses. Human and mouse genes were first converted to macaque orthologs using the homologene function. Pearson correlation coefficients were then calculated using the cor function between SC subpopulations from monkey and human datasets, as well as between monkey and mouse datasets. Higher Pearson correlation coefficients indicate stronger transcriptional similarity between corresponding SC subpopulations.

### Statistical analyses

Statistical analyses were performed using the R “ggpubr” package (version 0.6.0). Two-group comparisons were performed using two-sided Student's t-tests unless otherwise noted. Details of statistical tests, adjusted P-values, and sample definitions are provided in the relevant figure legends and method descriptions.

## Results

### Testicular tissue in rhesus monkeys undergoes seasonal shifts and age-related degeneration

To dissect seasonal and age-associated dynamics of testicular architecture, bilateral testicular samples were collected from six rhesus macaques during the breeding and non-breeding seasons, spanning prepubertal (1 year, n = 2), adult (6 years, n = 2), and aged (22 years, n = 2) stages (Fig. 1A). Hematoxylin and eosin (H&E) staining showed that prepubertal testes exhibited immature cord-like structures lacking an apparent laminae or lumens, with no discernible seasonal variation. This morphology closely resembles testicular structures observed in fetal or early postnatal mice and juvenile humans^3^. In adults, seminiferous tubules were enlarged and densely populated with spermatogenic cells during the breeding season, but became reduced in diameter with markedly fewer germ cells during the non-breeding season (Fig. 1B). A similar seasonal pattern persisted in aged testes; however, spermatogenic cells content was markedly decreased even in the breeding season (Fig. 1B).

Consistent with age-associated degeneration, immunofluorescence revealed increased *P16*-positive cells in aged testes^23^, ^24^ (Fig. S1), and Oil Red O staining showed elevated lipid deposition, a classical histopathological feature of testicular aging^25^ (Fig. 1C). In addition, collagen IV staining indicated thickening of the seminiferous-tubule basement membrane in aged samples (Fig. S1). This extracellular matrix remodeling likely increases local tissue stiffness, potentially impairing nutrition and metabolite exchange within the seminiferous tubules^2^. Together, these histological results demonstrate pronounced seasonal remodeling of seminiferous tubules in adults and progressive degenerative changes with aging in rhesus monkey testes.

### Single-cell atlas uncovers seasonal and age-dependent changes in testicular cell composition

We performed single-cell RNA sequencing (scRNA-seq) on testicular samples from six rhesus monkeys across three age groups, including prepubertal (1 year, n = 2), adult (6 years, n = 2), and aged monkeys (22 years, n = 2), with paired collections in the breeding and non-breeding seasons. A total of 86,969 single-cell transcriptomes were obtained after quality control. Using Uniform Manifold Approximation and Projection (UMAP) and unsupervised clustering analysis, 14 major cell types based on canonical lineage markers were identified, including: spermatogonial cells (SC: ID4, NANOS3, KIT, MKI67), leptotene spermatocytes (L: ZCWPW1), zygotene spermatocytes (Z: TEX101, MEIOB), pachytene spermatocytes (P: CDC112), diplotene spermatocytes (D: AURKA, TMIGD3), round spermatids (SPD.r: TEX29, TMEM190), elongated spermatids (SPD.e: TNP1, TNP2), Sertoli cells (Sertoli: AMH, SOX9, FATE1), Leydig cells (IGF1), peritubular myoid cells (PMC: ACTA2, MYH11), endothelial cells (VWF), T cells (CD3D), and myeloid cells (CD14, CD68) (Fig. 1D, E)^3^, ^17^, ^26^, ^27^. Comparative analysis revealed dynamic changes in the proportions of cell types of testes across age and seasons (Fig. 1F, G). Notably, spermatogonial populations declined with age, whereas immune cell populations particularly T cells and myeloid cells expanded significantly in aged testes, indicating a shift toward a pro-inflammatory testicular microenvironment. In adults, meiotic germ cells exhibited synchronized seasonal shifts, while Sertoli cells showed distinct sensitivities to both aging and seasonal cues. Collectively, these results establish a single-cell atlas of rhesus monkey testes, demonstrating cellular remodeling associated with aging and reproductive seasonality.

### Transcriptomic profiling reveals seasonal- and age-dependent transcriptional dynamics in rhesus monkey testes

To investigate how the testicular microenvironment responds to seasonal shifts and aging, we performed differential gene expression analysis across germ, somatic, and immune cell compartments. Transcriptomic comparisons revealed broad seasonal- and age-related transcriptional changes. Notably, spermatocytes undergoing meiosis (L/Z/P/D spermatocytes) exhibited the most pronounced seasonal variation in adults, a pattern absent in prepubertal and aged groups (Fig. 2A). During testicular aging, germ cells accumulated DNA damage accompanied by a progressive decline in the mitochondria-telomere axis across both breeding and nonbreeding seasons. Sertoli cells demonstrated marked downregulation of metabolic and endocrine pathways, including lipid metabolism, testosterone signaling, and retinoic acid pathways, while sex hormone levels and cell polarity/migration appeared to be coordinately regulated by dual chrono-regulatory factors. In parallel, Leydig cells underwent dynamic remodeling of steroidogenic pathways across age and seasons, indicating that environmental rhythms and intrinsic aging jointly disrupt testicular homeostasis (Fig. 2B). Subsequently, refined sub-clustering of germ cells followed by pseudotime analysis revealed a continuous developmental trajectory from SC to elongated spermatids (Fig. 2C). Seasonal pseudotime divergence was observed exclusively in adult germ cells, with the most evident shift during meiosis (Fig. 2D). Notably, meiotic cells aligned earlier along the differentiation trajectory in the non-breeding season, supporting a potential link to seasonal delay or partial arrest in meiotic progression (Fig. S2A). Moreover, immunofluorescence staining validated the spatiotemporal localization of this developmental transition node, further supporting seasonal regulation of meiotic progression (Fig. 2E).

We identified 467 genes exhibiting dynamic expression during meiosis, categorized into three modules with distinct functional signatures influenced by seasonal reproductive cues (Fig. S2B). Module 1 delineated pathways primarily engaged during non-breeding season, including endothelial cell migration and cell-matrix adhesion. Module 2 comprised genes regulated during the transition from non-breeding to breeding season, and was enriched in pathways such as protein kinase C signaling, propionate metabolism, calcium signaling pathways, and cilia/flagella-dependent cell motility. These pathways likely reflect dynamic chromatin remodeling associated with germ cell division, with propionate metabolism and PKC-calcium signaling coordinating key meiotic processes. Module 3 contained genes progressively upregulated along the differentiation trajectory, particularly in cells undergoing advanced spermatogenesis, and was enriched in pathways associated with germ cell development and sperm nuclear differentiation, indicating preprogrammed gene expression to support fertilization. In *vitro* validation further confirmed elevated expression of adherent ligation-related genes such as *APOA1* during meiosis in the no-breeding season. *PRSS21*, a marker of testicular integrity 28, and Vimentin (*Vim*), an essential desmosome-like connexin in the BTB, were upregulated during the non-breeding season and showed age-related variation, as confirmed by qPCR (Fig. 2F). Collectively, these results suggest that meiosis in adult testes during the non-breeding season proceeds within a context of tight BTB regulation, potentially reflecting an adaptive mechanism to preserve germ cell integrity during seasonal reproductive quiescence.

Functional enrichment analysis further demonstrated that adult germ cells during the breeding season upregulated multiple core biological pathways associated with energy metabolism-associated processes (oxidative phosphorylation), regulatory mechanisms of germ cell development (spermatogonial differentiation and germ cell maturation), core mitotic machinery (sister chromatid segregation, spindle organization, and nuclear chromosome partitioning), motility-related pathways (cilia-driven movement, microtubule-based locomotion, and sperm motility), and critical reproductive events (acrosome reaction, fertilization, and gamete recognition). Notably, these activities declined progressively with age (Fig. 2G), highlighting dysregulation of temporal coordination as a potential driver of reproductive degeneration. Together, the seasonal dynamics during meiosis may represent a key entry point for understanding the evolutionary strategies in primate reproductive adaptation.

### Seasonal coordination between meiotic dynamics and Sertoli cell tight junction remodeling in adult rhesus monkey testes

Testicular somatic cells, including Sertoli cells (nutritional support and blood-testis barrier formation), Leydig cells (testosterone production to support masculinization and spermatogenesis), and peritubular myoid cells (sperm transport and microenvironment regulation), collaboratively support spermatogenesis and maintain testicular homeostasis. Somatic cell populations were identified based on established lineage-specific markers, including *AMH* for prepubertal Sertoli cells (Sertoli.p), *SOX9*^17^ for adult Sertoli cells (Sertoli.a) (Fig. S3A-C), and *DLK* and *IGF*^29^ for leydig cells. Leydig cells were further subdivided into four distinct subtypes (Leydig1-4) characterized by the expression of* PRKG1*, *FSHR*, *PRM1*, and *SKAP1* (Fig. S3F-H). Peritubular myoid cells (*ACTA2*, *MYH11*) were subdivided into PMC1-1 (*PI4K2A*), PMC1-2 (*IGF2*), PMC2-1 (*DLC1*), PMC2-2 (*RERGL*), and PMC2-3/PMC2-4 (*TJP1*) clusters (Fig. S3K-M)^26^.

Both aging and seasonal shifts reshaped testicular microenvironment through functional remodeling of Sertoli cells (Fig. S3D, E), Leydig cells (Fig. S3I, J), and peritubular myoid cells (Fig. S3N, O). During the breeding season, they preferentially activated spermatogenesis-related pathways and suppressed stress-response pathways. Leydig cells exhibited subtype-specific functions: Leydig-1/2 supported developmental steroidogenesis, Leydig-3 maintained cellular homeostasis and exhibited seasonal responsiveness, and Leydig-4 coordinated endocrine-immune interactions. Among PMCs, PMC1-1 displayed an age-related decline in contractility, impairing sperm transport, while PMC1-2 dynamically regulated hemodynamics for seasonal adaptation. This spatial and functional compartmentalization between seminiferous epithelium and interstitium ensures the integrated regulation of efficient spermatogenesis across age and reproductive seasons.

Intercellular crosstalk analysis further revealed that somatic-germ cell interactions peaked in adults but weakened with aging (Fig. S4A). Sertoli-meiotic cell interactions predominated during the non-breeding season and showed age-dependent decline in both ligand-receptor specificity and synchronized function (Fig. S4B-D). Given the central role of Sertoli-meiotic cell crosstalk in spermatogenesis, we performed targeted ligand-receptor analyses to elucidate the mechanisms underlying seasonal regulation and aging-related alterations. During the non-breeding season in adult testes, we identified interaction pairs associated with Sertoli-meiotic cell communication. Among them, COL1A1-CD44, a dominant adhesion complex, with CD44 as the principal adhesion receptor^30^, emerged as the predominant Sertoli-meiotic interactor. In contrast, during the breeding season, the NRG1-ERBB2/ERBB4 axis was enriched, consistent with the NRG1-androgen receptor axis driving spermatogonial stem cell renewal and meiotic progression^31^. Functional enrichment analysis further revealed that cell-cell interaction pairs were enriched in tight junction and cell-cell adhesion pathways during the non-breeding season, whereas breeding season related interactions were preferentially involved in steroid hormone biosynthetic, process cellular response to testosterone stimulus, and positive regulation of hormone metabolic process (Fig. 3A).

In our study, GSEA revealed significant upregulation of tight junction pathways and extracellular matrix adhesion regulators in both meiotic germ cells and Sertoli cells during the non-breeding season, suggesting that tight junction-mediated signaling is closely linked to seasonal meiotic cyclicity in adult monkeys (Fig. 3B, C). Electron microscopy further showed that TJ structures formed a continuous sealing network during the non-breeding season, consistent with reinforced BTB integrity. ‌In contrast‌, during the breeding season, TJ unstructured appeared looser and less organized, suggesting partial junctional disassembly and reduced sealing continuity (Fig. 3D). Concomitantly, seasonal changes in transmembrane junctional components may modulate paracellular permeability to support stage-specific exchange demands. Collectively, these observations indicate that seasonal BTB remodeling exhibits structural and molecular features correlated with adult meiotic dynamics.

### Seasonally enriched U3 SSC state is supported by PDGF signaling and enables prolonged rhesus SSC propagation in *vitro*

The BTB facilitates meiotic germ cell differentiation and dynamically modulates the SC microenvironment to maintain the stem cell pool. Augur analysis identified SC as one of the testicular populations most responsive to both aging and seasonal shifts (Fig. S5A). Consistently, DEGs analysis revealed that meiosis spermatocytes (L/Z/P/D) exhibited the strongest seasonal transcriptional variation, whereas SC were more prominently affected by aging while also displaying sensitivity to seasonal changes (Fig. 2A).

Unsupervised clustering resolved three major spermatogonial populations corresponding to successive developmental stages: undifferentiated SSCs (U1-U3: *ID4*^+^, *GFRA1*^+^, *ERBB4*^+^), differentiating spermatogonia (dif: *KIT*^+^), and differentiated spermatogonia (end: *STRA8*^+^, *REC8*^+^) (Fig. 4A, B and Fig. S5B). Within the undifferentiated spermatogonial compartment, U3 represents a transcriptionally distinct, high-stemness undifferentiated spermatogonial state with age- and season-related dynamics: it remained stable across seasons in prepubertal testes, was selectively enriched in adults during the non-breeding season, and became scarce in aged testes (Fig. 4C). Among all SSC subpopulations, U3 cells exhibit the highest CytoTRACE score (Fig. 4D), supporting a high-plasticity SSC state that is preferentially present during the adult non-breeding season and progressively depleted with aging. These findings underscore pronounced age- and season-dependent heterogeneity within the SSC compartment, with U3 representing a high-stemness undifferentiated state that is progressively lost with aging.

To further characterize relationships among U1-U3, we integrated RNA velocity and PAGA analyses. RNA velocity revealed prominent directional flux within the U1/U2 compartment, whereas U3 showed minimal connectivity to U1/U2 and appeared as a partially decoupled state, most evident in adult testes during the non-breeding season (Fig. 4E). These patterns support the interpretation that U3 represents a distinct SSCs state associated with the non-breeding niche context rather than a simple intermediate along the main U1/U2 differentiation stream. Subsequent PAGA analysis mapped interconnections among the undifferentiated SSC subpopulations and highlighted a linear progression toward differentiating and differentiated spermatogonia, with U3 occupying an upstream position, suggesting transcriptional heterogeneity within the undifferentiated pool and U3-linked entry point into the differentiation trajectory (Fig. 4E). Functional enrichment analysis further showed that U3 cells downregulated differentiation-associated pathways relative to U1/U2 (Fig. S5C). Pathway analysis of U3-specific genes and their downstream targets highlighted prominent enrichment in transforming growth factor beta (TGF-β), regulation of microtubule cytoskeleton organization, RAS protein signal transduction, and canonical Wnt signaling pathway (Fig. S5D). Together with the RNA velocity and PAGA results, these data are consistent with U3 representing a high-stemness undifferentiated spermatogonial state with low differentiation priming, rather than an actively cycling intermediate along the U1/U2 stream. Cross-species comparison further revealed low transcriptional similarity between rhesus monkey U3 cells and reported human^32^ or murine^33^ SSC counterparts (Fig. S5E, F, Table S3), supporting lineage specificity of this rhesus monkey SSC state. Notably, in adult testes during the non-breeding season, U3 cells showed coordinated upregulation of PDGFD (Fig. 4F), indicating an association between PDGF-related signaling and U3-like transcriptional programs. Guided by this signature, we developed a collagen-PDGF hydrogel culture platform to support rhesus SSC maintenance, which markedly enhanced clone formation and sustained proliferation >14 days (Fig.4G-I). 

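Bulk RNA sequencing was performed on rhesus monkey spermatogonial stem cells (SSCs), the testicular cells that self-renew and give rise to sperm, after culture in 3D hydrogel droplets. The SSC PDGF+ group comprised 3 libraries from cultures with human platelet-derived growth factor (PDGF, 50 ng/mL in the culture methods), and the SSC PDGF- group comprised 3 libraries from PDGF-free controls. In both groups the sample labels assign replicate 1 to batch 1 and replicates 2 and 3 to batch 2. Donors and days in culture for these libraries are not stated in the labels or in the paper's text. The authors deposited counts per gene for each library, without normalization, for 17795 genes. A count that is not whole occurred in 13 of these genes, so the values were handled like expected counts and rounded to whole numbers. The paper's text does not name the aligner, the counting tool, the genome build or the test used for these libraries, and its statistics section names a two-sided Student's t-test for comparisons in general. Total counts in SSC PDGF+ replicates 1, 2 and 3 were 14102697, 13095467 and 13481870, with a median of 13481870. The SSC PDGF- replicates 1, 2 and 3 had totals of 11605908, 10733768 and 10593805, with a median of 10733768. Counts were normalized by the TMM method of edgeR, and 11539 genes passed its filterByExpr function and were tested with its quasi-likelihood test under Benjamini-Hochberg adjustment, without a term for replicate or batch. Expression levels are given in CPM after TMM normalization. In a principal component analysis, the first component held 67.2% of the variance and separated SSC PDGF+ from SSC PDGF-, and the second held 20.9% and separated batch 1 from batch 2. Replicates 2 and 3 differed from each other by more than sampling noise, with a chi-square per degree of freedom of 3.43 in SSC PDGF+ and 3.66 in SSC PDGF-, and were kept as separate libraries. The labels and the paper do not state whether these 2 replicates come from separate cultures, so 3 libraries per group may overstate the number of independent cultures. The same measure lay between 47.2 and 60.2 when replicate 1 was compared with replicate 2 or 3 of its own group.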

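The paper's text does not list the genes of its stemness score, so a list of undifferentiated spermatogonial genes fixed before the data were examined was used, of which 29 were analysed here. The score of a library was the mean over these genes of log2(CPM + 1). The libraries hold no cell types, so a score does not tell which cells it comes from. It was 1.80 ± 0.0254 (SD, n = 3) in SSC PDGF+ and 2.12 ± 0.0244 (SD, n = 3) in SSC PDGF-, a difference of -0.32 (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The difference was -0.32 in batch 1 and -0.32 in batch 2, and exceeded the spread between replicates. Of the settings tried, log2(CPM + 0.1) moved it most, to -0.64. A pluripotency list of 11 genes gave 1.63 ± 0.0372 (SD, n = 3) with PDGF and 1.65 ± 0.0747 (SD, n = 3) without, a difference of -0.02 within the replicate spread (two-sided exact permutation test, p = 0.7). The score over ID4, GFRA1 and ERBB4, spermatogonial markers that the study names, was 2.44 ± 0.0674 (SD, n = 3) against 2.67 ± 0.106 (SD, n = 3), a difference of -0.22 (two-sided exact permutation test, p = 0.1). Among undifferentiated spermatogonial genes, 15 passed the count filter; 1 was higher and 6 were lower in SSC PDGF+ over all genes tested, and 1 was higher and 7 were lower when adjusted over the list alone. In edgeR with the replicate number as a block, 3 were higher and 8 were lower. Their median log2 fold change was -0.32, and limma's camera test with a preset correlation of 0.01 gave an adjusted p = 0.039 after Benjamini-Hochberg adjustment over 23 lists. This adjusted p was 0.0531 without SSC PDGF+ replicate 1, 0.0750 without SSC PDGF+ replicate 2, 0.120 with at least 10 counts required in every library and 0.177 with the correlation estimated by camera. UCHL1 was the gene that was higher (log2 fold change 0.51, edgeR adjusted p = 0.032), and its adjusted p was 0.13 and 0.10 without SSC PDGF+ replicate 2 or 3 and 0.12 and 0.069 without SSC PDGF- replicate 2 or 3, and 0.28 with replicates 2 and 3 of each group summed, where the call was kept once batch was in the model. The summed fit with batch has 1 residual degree of freedom. TSPAN33 was at 0.248 ± 0.127 CPM (SD, n = 3) with PDGF and 3.01 ± 1.21 CPM (SD, n = 3) without, a log2 fold change of -3.56 (standard error 0.53, edgeR adjusted p = 0.0033). ID4 was at 131 ± 4.22 CPM (SD, n = 3) with PDGF and 163 ± 14.4 CPM (SD, n = 3) without, a log2 fold change of -0.32 (standard error 0.13, edgeR adjusted p = 0.12). With the replicate number as a block, the edgeR adjusted p of ID4 was 4.9e-05, and with a correction for GC content and gene length added to the block its log2 fold change was 0.014 (edgeR adjusted p = 0.84). GFRA1 had 3, 0 and 2 counts in SSC PDGF+ and 9, 2 and 7 in SSC PDGF-, too few for the count filter; over the group totals it was lower with PDGF, a ratio of 4.49 without over with PDGF and an exact 95% interval of 1.61 to 15.5 that covers counting error only.
The paper's text ties PDGFD to the U3 subpopulation and names ERBB4 as a marker of undifferentiated SSCs (U1 to U3), and Fig. 4B draws ERBB4 highest in U3. PDGFD was at 3.53 ± 0.421 CPM (SD, n = 3) in SSC PDGF+ and 20.7 ± 5.38 CPM (SD, n = 3) in SSC PDGF-, a log2 fold change of -2.55 (standard error 0.25, edgeR adjusted p = 5.1e-04). It was lower with PDGF in batch 1 (log2 difference -2.84) and in batch 2 (-2.36), and with each library left out in turn its log2 fold change stayed between -2.69 and -2.33. ERBB4 had 4 counts over the SSC PDGF+ libraries and 1 over the SSC PDGF- libraries, a ratio of 3.21 with an exact 95% interval of 0.318 to 158 that covers counting error only, so a difference was not detectable at this depth. The score over both genes was 1.15 ± 0.125 (SD, n = 3) with PDGF and 2.23 ± 0.205 (SD, n = 3) without, a difference of -1.07 (two-sided exact permutation test, p = 0.1), with -1.24 in batch 1 and -0.99 in batch 2. With each gene scaled to the same variance before averaging, this difference was -0.42 (two-sided exact permutation test, p = 0.6).

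**Figure D1:**
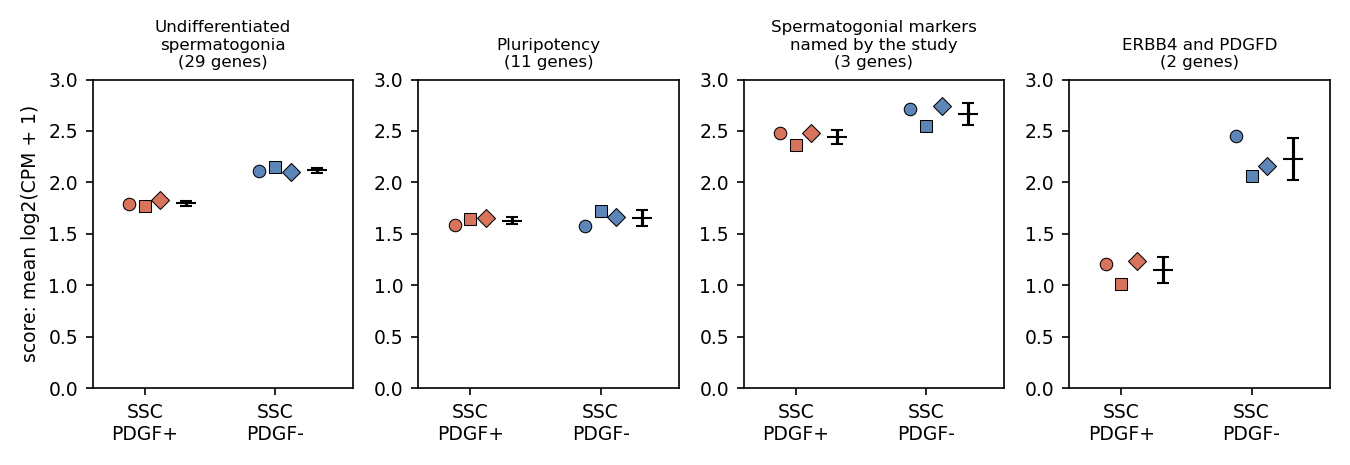
Scores per library in SSC PDGF+ and SSC PDGF-, as the mean over each list of log2(CPM + 1). Circles, squares and diamonds are replicates 1, 2 and 3, and bars give the mean ± SD. For undifferentiated spermatogonial genes the means are 1.80 and 2.12, and for ERBB4 and PDGFD they are 1.15 and 2.23.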

Transcriptomic profiling of cultured SSCs further showed that PDGF supplementation increased stemness-associated activity scores and induced expression of U3-characteristic genes (Fig.4J). 

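Gene lists for the pathways in Fig. 4K were fixed before the data were examined, because the paper's text does not give the genes behind its enriched terms, and were tested with limma's camera. Of 50 genes of VEGF receptor (VEGFR) signaling, 35 had a positive and 15 a negative log2 fold change, with a median of 0.17 (camera, Benjamini-Hochberg adjusted p = 0.0076). In edgeR, 8 were higher and 2 were lower with PDGF over all genes tested, and 11 were higher and 2 were lower when adjusted over the list alone. With the replicate number as a block, edgeR called 26 of them higher and 7 lower. The list's median was 0.22 in batch 1 and 0.20 in batch 2. VEGFA, a VEGFR ligand, was at 409 ± 6.28 CPM (SD, n = 3) in SSC PDGF+ and 50.3 ± 4.49 CPM (SD, n = 3) in SSC PDGF-, a log2 fold change of 3.02 (standard error 0.13, edgeR adjusted p = 3.3e-05). FLT1, a VEGF receptor, was at 36.0 ± 4.36 CPM (SD, n = 3) and 1.70 ± 0.984 CPM (SD, n = 3), a log2 fold change of 4.38 (standard error 0.39, edgeR adjusted p = 3.4e-04). NRP2 of the same list was lower with PDGF, with a log2 fold change of -1.10 (edgeR adjusted p = 0.0097). VAV1 fell from 35 counts over the SSC PDGF- libraries to 1 over the SSC PDGF+ libraries, a ratio of 43.6 with an exact 95% interval of 7.33 to 1771.
For Wnt signaling, components of the canonical pathway and target genes were kept as separate lists. The component list mixes receptors and other activators with secreted antagonists. Its median, mean and camera direction therefore do not give the direction of pathway activity. The 38 components tested had a median log2 fold change of 0.04 and a mean of -0.14, and camera's direction was down (Benjamini-Hochberg adjusted p = 0.56). Of these, 4 were higher and 5 were lower with PDGF, both over all genes tested and when adjusted over the list alone, and 10 were higher and 10 were lower with the block. The higher components were LGR6, FRZB, LRP6 and WLS, and the lower ones were SFRP4, WIF1, FZD4, SFRP2 and TCF7L2; WLS, SFRP2 and TCF7L2 were chosen for naming after their values were seen. LRP6 and WLS lost their calls with any 1 library left out, at edgeR adjusted p of 0.055 to 0.14 and 0.0636 to 0.163, and TCF7L2 kept its call in 1 of the 6 such fits. LGR6, a receptor that amplifies Wnt signaling, rose from 1 count over the SSC PDGF- libraries to 103 over the SSC PDGF+ libraries, a ratio of 82.7 with an exact 95% interval of 14.5 to 3296. SFRP4, a secreted Wnt antagonist, was at 0.496 ± 0.146 CPM (SD, n = 3) with PDGF and 15.2 ± 0.557 CPM (SD, n = 3) without, a log2 fold change of -4.93 (standard error 0.28, edgeR adjusted p = 5.7e-05). FZD4, a Wnt receptor, had a log2 fold change of -1.45 (standard error 0.17, edgeR adjusted p = 0.0011). The 8 target genes tested had a median of 0.55, with 0.39 in batch 1 and 0.63 in batch 2 (camera, Benjamini-Hochberg adjusted p = 0.084). Of the target genes, 3 were higher and 1 was lower over all genes tested, and 5 were higher and 1 was lower when adjusted over the list alone; with the block, 5 were higher and 2 were lower. The 3 higher targets were CCND1, TCF7 and MYC, and MYC (log2 fold change 0.51, edgeR adjusted p = 0.047) lost its call without SSC PDGF+ replicate 2 (0.13) or 3 (0.16) and without SSC PDGF- replicate 1 (0.078), 2 (0.13) or 3 (0.089). CCND1 was at 543 ± 14.6 CPM (SD, n = 3) and 176 ± 22.7 CPM (SD, n = 3), a log2 fold change of 1.63 (standard error 0.14, edgeR adjusted p = 2.7e-04). TCF7 had a log2 fold change of 0.92 (edgeR adjusted p = 0.0049), and DKK1, which encodes a Wnt inhibitor, one of -0.98 (edgeR adjusted p = 0.0025). With replicates 2 and 3 of each group summed, a setting chosen after seeing the data, the calls of NRP2 (edgeR adjusted p = 0.090), FRZB (0.15), LRP6 (0.24), WLS (0.36), TCF7L2 (0.30), MYC (0.30), TCF7 (0.10) and DKK1 (0.062) were lost. With batch in the model as well they were kept, in a fit that has 1 residual degree of freedom.
All 37 spermatid genes tested had a negative log2 fold change, with a median of -2.86 (camera, Benjamini-Hochberg adjusted p = 1.5e-37), -2.61 in batch 1 and -2.71 in batch 2. In edgeR, 31 were lower with PDGF over all genes tested and 32 when adjusted over the list alone. TNP1, which encodes a transition protein of spermatid chromatin, was at 29.9 ± 7.32 CPM (SD, n = 3) in SSC PDGF+ and 296 ± 78.6 CPM (SD, n = 3) in SSC PDGF-, a log2 fold change of -3.30 (standard error 0.27, edgeR adjusted p = 2.4e-04), and TNP2 had one of -3.17 (standard error 0.26, edgeR adjusted p = 2.6e-04). The 15 acrosome and fertilization genes had a median of -2.53, with 10 lower over all genes tested and 12 when adjusted over the list alone (camera, Benjamini-Hochberg adjusted p = 3.1e-10). Meiotic spermatocyte genes, 18 in number, had a median of -1.30, with 9 lower over all genes tested and, adjusted over the list alone, 1 higher and 9 lower, or 1 higher and 10 lower with the block (camera, Benjamini-Hochberg adjusted p = 1.1e-04). A filter of at least 10 counts in every library removes genes with few counts in any library. The median was then -2.67 over 27 spermatid genes, -1.15 over 8 acrosome and fertilization genes and -0.17 over 9 meiotic genes. The meiotic list was no longer past the threshold (camera, Benjamini-Hochberg adjusted p = 0.0987). This filter also drops genes because they fell to few counts with PDGF. BOLL had 0, 1 and 1 counts with PDGF and 13, 26 and 11 without. The smaller medians and the lost call therefore do not test the decline. Meiotic genes took 0.0180 ± 0.00470% (SD, n = 3) of the counts with PDGF and 0.0214 ± 0.00430% (SD, n = 3) without. Hypoxia response genes, a term that Fig. 4K also lists, had a median of 0.90 over 23 genes (camera, Benjamini-Hochberg adjusted p = 3.7e-12), with 15 higher and 1 lower over all genes tested and 17 higher and 2 lower when adjusted over the list alone, or 20 higher and 2 lower with the block. When camera estimated the correlation between genes in place of the preset value, the hypoxia and acrosome lists stayed past the threshold (adjusted p = 0.0245 for both), and the VEGFR, spermatid and meiotic lists did not, with Benjamini-Hochberg adjusted p of 0.102, 0.0870 and 0.102. Under the rotation test fry of limma these 5 lists stayed past the threshold, and the Wnt target list passed it (adjusted p = 0.00245) while the Wnt components did not (adjusted p = 0.227).

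**Figure D2:**
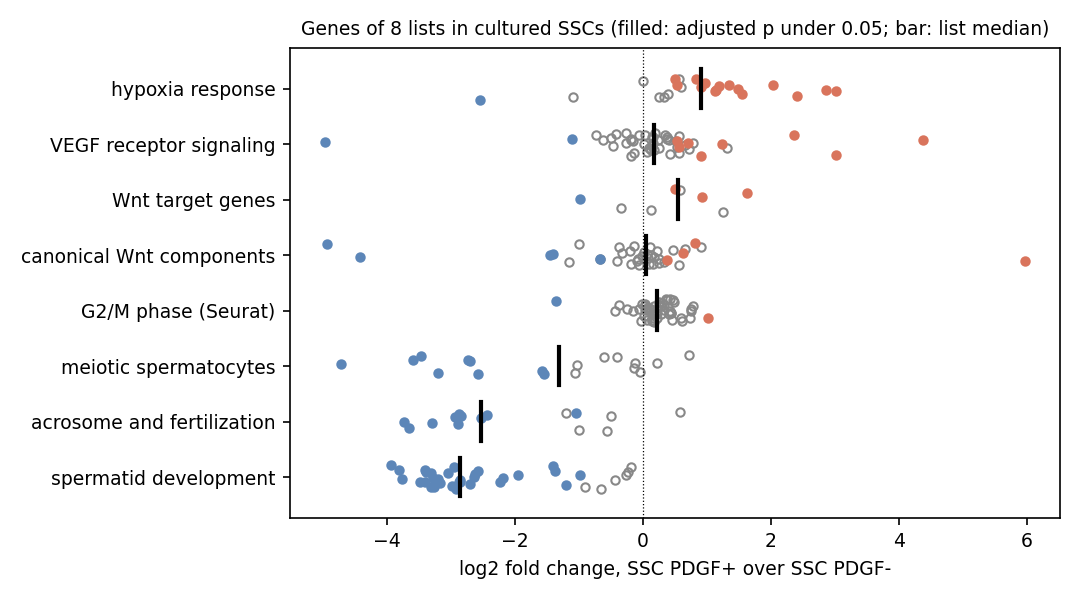
Log2 fold changes of single genes, SSC PDGF+ against SSC PDGF-, for 8 gene lists. Filled points have an edgeR adjusted p under 0.05, and the bar is the list's median. The spermatid list has a median of -2.86 and the hypoxia list one of 0.90, while the Wnt components lie on both sides of 0 with a median of 0.04.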

Consistently, pathway enrichment analysis demonstrated upregulation of vascular endothelial growth factor receptor (VEGFR) signaling and canonical Wnt signaling, accompanied by downregulation of spermatogenesis- associated pathways (Fig.4K). Together, these results identify a seasonally enriched U3 spermatogonial state with PDGF-associated transcriptional features. 

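Transcripts of the PDGF ligands and receptors were compared between cultures with and without added PDGF. PDGFRA, a PDGF receptor, was at 550 ± 71.7 CPM (SD, n = 3) in SSC PDGF+ and 811 ± 131 CPM (SD, n = 3) in SSC PDGF-, a log2 fold change of -0.56 (standard error 0.16, edgeR adjusted p = 0.044). The gene's counts were identical to those of FIP1L1 in every library, so its reads cannot be assigned to PDGFRA alone. The call was lost in edgeR without SSC PDGF+ replicate 2 (adjusted p = 0.15) or 3 (0.15) and without SSC PDGF- replicate 1 (0.061), 2 (0.080) or 3 (0.091). PDGFRB was at 326 ± 52.8 CPM (SD, n = 3) and 320 ± 35.8 CPM (SD, n = 3), a log2 fold change of 0.02 whose sign changed with the normalization and with the library left out (edgeR adjusted p = 0.94). PDGFC differed by 0.08 on the log2 scale (edgeR adjusted p = 0.79) and PDGFRL by -0.22 (edgeR adjusted p = 0.41), both within the spread between replicates. PDGFA was at 2.42 ± 0.786 CPM (SD, n = 3) and 0.936 ± 0.536 CPM (SD, n = 3), with an edgeR adjusted p = 0.087, or 0.019 with the replicate number as a block. PDGFB was at 0.959 ± 0.281 CPM (SD, n = 3) and 2.27 ± 0.925 CPM (SD, n = 3), with an edgeR adjusted p = 0.095, or 0.032 with the block; without SSC PDGF- replicate 1 the adjusted p was 0.035. Over these 6 genes and PDGFD, the median log2 fold change was -0.22, with -0.42 in batch 1 and -0.13 in batch 2 (limma's camera, Benjamini-Hochberg adjusted p = 0.21). In edgeR PDGFD and PDGFRA were lower over all genes tested, and 1 gene was higher and 3 were lower both when adjusted over the list alone and with the replicate number as a block.
For proliferation, 51 genes of the G2/M phase had a median log2 fold change of 0.22, with 43 positive and 8 negative values (limma's camera, Benjamini-Hochberg adjusted p = 0.071). CKAP2L was higher (log2 fold change 1.02, edgeR adjusted p = 0.013) and PSRC1 was lower (-1.36, 0.0029), over all genes tested, and 1 gene was higher and 1 was lower when adjusted over the list alone. With the replicate number as a block, edgeR called 24 of the G2/M genes higher and 4 lower, and 16 of the S phase genes below higher and 4 lower. CKAP2L lost its call without SSC PDGF- replicate 2 (0.056) or 3 (0.056). The camera test of this list passed the threshold without SSC PDGF+ replicate 2 (adjusted p = 0.0308) or 3 (0.0137) and without SSC PDGF- replicate 1 (0.0196). The 43 S phase genes had a median of 0.11 (limma's camera, Benjamini-Hochberg adjusted p = 0.20), with UHRF1 and EXO1 higher and UNG lower over all genes tested and 1 higher and 1 lower when adjusted over the list alone. With 1 library left out, UHRF1 lost its call in edgeR without SSC PDGF+ replicate 2 (0.062) or 3 (0.061) or SSC PDGF- replicate 3 (0.063), EXO1 lost it without each library but SSC PDGF- replicate 1 (0.056 to 0.14), and UNG without SSC PDGF+ replicate 2 (0.066) or SSC PDGF- replicate 2 (0.060). Without SSC PDGF- replicate 1 the S phase list had a camera adjusted p of 0.0407. MKI67, a marker of cycling cells, was at 134 ± 19.4 CPM (SD, n = 3) with PDGF and 112 ± 7.88 CPM (SD, n = 3) without, a log2 fold change of 0.25 (standard error 0.15, edgeR adjusted p = 0.29), or an adjusted p = 0.0027 with the block. REC8, which the study uses as a marker of differentiated spermatogonia, was at 1.63 ± 0.518 CPM (SD, n = 3) and 3.63 ± 0.500 CPM (SD, n = 3), a log2 fold change of -1.16 (standard error 0.34, edgeR adjusted p = 0.048). This call was lost with any 1 of the 6 libraries left out, at adjusted p between 0.050 and 0.15. With replicates 2 and 3 of each group summed, a setting chosen after seeing the data, the calls of PDGFRA (edgeR adjusted p = 0.27), CKAP2L (0.10), UHRF1 (0.19), EXO1 (0.22), UNG (0.12) and REC8 (0.19) were lost. They were kept with batch in the model as well, in a fit that has 1 residual degree of freedom. STRA8 had 0 counts in all 6 libraries. From culture experiments, the paper concludes that 3D culture with PDGF keeps SSCs growing for longer and brings out part of the U3 expression pattern.

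**Figure D3:**
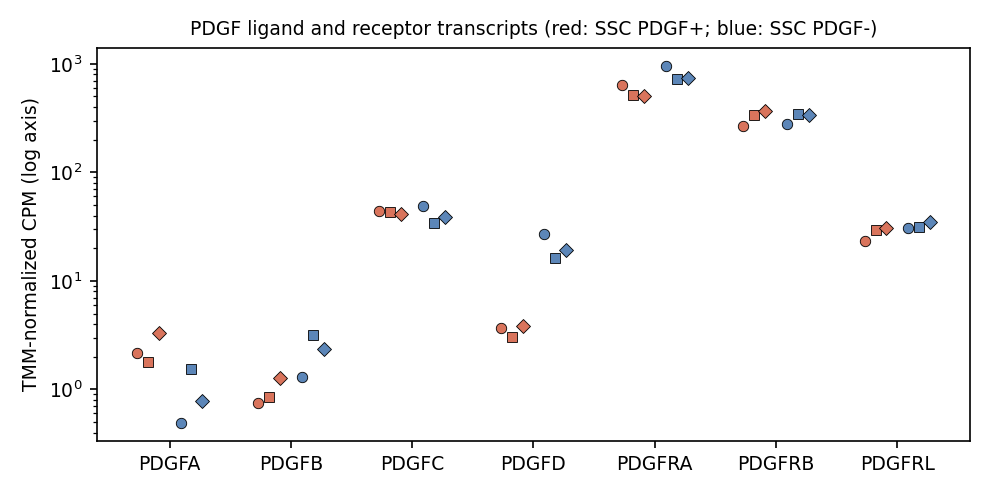
Expression of the PDGF ligands and receptors in CPM on a log axis, per library, in SSC PDGF+ (red) and SSC PDGF- (blue). PDGFD is at 3.05 to 3.83 CPM with PDGF and 16.4 to 26.7 CPM without, and PDGFRB overlaps between the groups.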

In *vitro* culture experiments further show that PDGF-containing 3D culture conditions support prolonged rhesus SSC propagation and partially recapitulate U3-like molecular features in vitro.

### Testicular immune deterioration: aging-associated shifts in testicular immune cell composition in rhesus monkeys

The testicular immune system maintains a distinctive balance between immune privilege and pathogen-responsive capacity. Immune cells support testicular homeostasis by dynamically balancing pro-inflammatory and immunoregulatory states, thereby shaping an immune-protected microenvironment. Across the lifespan, we observed a pronounced age-associated accumulation of T cells within the testis (Fig. 1D, E). Sub clustering and spatial phenotyping further revealed preferential enrichment of a CD3D⁺ CD4⁻CD8⁻ double-negative T cell population (DNT) in aged testes (Fig. S6A, B). Flow cytometry analysis confirmed age-dependent differences in DNT abundance across prepubertal, adult, and aged testes during both breeding and non-breeding seasons (Fig. S6C). Subsequent qPCR validation supported the specific expansion of this testis-resident DNT population with aging (Fig. S6D).

Functional enrichment analysis indicated coordinated downregulation of pathways associated with T cell activation, antigen receptor-mediated signaling, adaptive immune regulation, immune effector processes, and T cell chemotaxis in aged testes (Fig. S6E). Given prior evidence that DNT cells can suppress the proliferation of conventional T and B lymphocytes^34^, their accumulation in aged testes is consistent with a shift toward an immunoregulatory state that may contribute to compromised immune surveillance in the aging testicular niche.

Macrophages represent the predominant immune population within the testicular interstitium, and their age-related alterations critically influence testicular homeostasis. Refined clustering of myeloid cells identified two functionally polarized macrophage subsets: Mφ_*SPAG16* subtype, exhibiting an M1-like pro-inflammatory signature and enriched in aged testes, and Mφ_*STAB1* subtype, exhibiting an M2-like anti-inflammatory signature and predominating in prepubertal and adult testes (Fig. 5A-E). Subsequent qPCR quantification further validated age-associated upregulation of Mφ_*SPAG16* markers (Fig. 5F). Notably, macrophages from aged testes exhibited reduced MHC class II antigen presentation capacity (Fig. 5G). Consistent with their polarization states, Mφ_*STAB1* macrophages were enriched for pathways involved in hormone levels, positive regulation of steroid biosynthetic process, corticosteroid hormone secretion, and regulation of steroid hormone secretion, whereas Mφ_*SPAG16* macrophages exhibited reduced signatures of phagocytosis, regulation of hormone levels, cytokine-mediated signaling pathway, response to corticosteroid, and CD4-positive aβ T cell cytokine production (Fig. 5H).

To assess how macrophage polarization may affect testicular function, we examined the age- and season-associated increases in Mφ_*SPAG16* macrophages and their interactions with somatic and germ cells (Fig. 5I). Cell-cell interaction analysis suggested that Mφ_SPAG16 displays altered communication patterns with somatic and germ-cell compartments during aging: (1) by interacting with testicular cells via CSF-related signaling, thereby reducing steroid production 35; (2) by disrupting FSH signaling through interactions with Sertoli cells, leading to reduced androgen levels^36^; and (3) by suppressing ACTIVIN/KIT pathways in SSCs, potentially disrupting spermatogenesis^20^. Collectively, these interaction landscapes position macrophages as integral components of the testicular immune microenvironment, coordinating immune modulation, endocrine regulation, and germ cell-associated signaling dynamics during aging and seasonal transitions.

## Discussion

Testicular aging disrupts germ cell function and androgen secretion, leading to fertility decline and systemic physiological dysfunction^37^. As ideal experimental models with high physiological and genetic similarity to humans, non-human primates provide critical translational references for studies of testicular development and aging 38-40. Recent single-cell transcriptomic analyses have reported SSC depletion and Sertoli cell homeostasis imbalance during primate testicular aging^26^, and epigenetic profiling has identified key regulatory factors involved in stem cell homeostasis in adult rhesus monkey^41^. Cross-species single-cell RNA sequencing has further elucidated conserved pathways and species-specific features across the human, macaque, and mouse spermatogenesis^32^. However, how intrinsic aging and reproductive seasonality shape rhesus monkey testicular dynamics remain underexplored. In our study, we defined key cell types, gene networks, and age/season-associated transcriptional programs, offering a comprehensive resource to decipher developmental and degenerative mechanisms in seasonally regulated testes of rhesus monkeys.

Sertoli cells are essential for germ cell development and spermatogenesis, providing nutritional and mechanical support and maintaining the specialized seminiferous microenvironment. In rodents, the BTB dynamically disassembles to allow preleptotene spermatocytes to pass, and its dysfunction directly disrupts germ cell differentiation^11^, ^12^. In aged non-human primate, Sertoli cells show significant downregulation of tight junction-related gene sets, consistent with compromised BTB integrity. In this study, we observe prominent seasonal fluctuations in meiotic germ cell abundance in adult rhesus testes, suggesting that meiotic dynamics are linked to reproductive rhythmicity. Mechanistically, our data support that Sertoli cells coordinately regulate tight and adherens junction programs, and dynamically reshaping BTB-associated junctional states across seasons. Specifically, in the non-breeding season, Sertoli cells display enhanced junctional programs and ultrastructural features consistent with a more “sealed” barrier state, coinciding with reduced meiotic progression. This finding extends the conventional view of BTB regulation by highlighting BTB plasticity as a seasonally tuned layer associated with meiotic dynamics in a seasonal primate, beyond the typical focus on pathological barrier disruption.

Beyond Sertoli cells, Leydig cells secrete testosterone to support masculinization and spermatogenesis, while peritubular myoid cells (PMC) facilitate sperm transport and microenvironment modulation, collectively maintaining testicular function and spermatogenic homeostasis^42^, ^43^. Human aging studies have reported reduced Hedgehog pathway receptor expression in Leydig cells, accompanied by PMC hyperplasia with reduced contractility and aberrant basement membrane secretion—findings consistent with observations in murine models^2^, ^44^. In addition to age-related signatures shared with humans and rodents, our data also discovered the seasonal specificity of Leydig, Sertoli, and PMC in rhesus monkeys. For example, in rhesus monkey, Leydig-3 supports cellular homeostasis and responds to seasonal cues, while Leydig-4 coordinates endocrine-immune interactions, and PMC1-2 dynamically regulates hemodynamics for seasonal adaptation. This spatial and functional partitioning (seminiferous epithelium versus interstitial compartment) ensures integrated regulation of spermatogenesis across aging and breeding seasons.

Spermatogonial stem cells represent another key node of age and season dependent regulation. SSCs not only possess the potential for directed differentiation but also maintain the homeostasis of the germline stem cell pool through self-renewal. Clinically, SSC transplantation represents a promising strategy for fertility preservation in pediatric patients exposed to gonadotoxic treatments. With childhood cancer 5-year survival rates exceeding 80%‌^45^ and therapy-associated germ cell depletion contributing to later infertility^46^‌, establishing robust SSC expansion systems is an unmet need. However, SSC biology differs substantially across species. Rodent spermatogonial cell classifications (Asingle (As), Apaired (Apr), Aaligned (Aal), A1-4, Int, B) 47 do not map directly onto the categories of humans (Adark, Apale, B) and monkeys (Adark, Apale, B1-4)^48^. Despite progress in culturing human undifferentiated spermatogonia, long-term ex *vivo* SSC expansion remains challenging in humans and non-human primates. Our study supports the interpretation of U3 as a high-stemness undifferentiated spermatogonial state with distinct age- and season-related dynamic characteristics. The abundance of U3 shows no seasonal fluctuations before sexual maturity, is restricted to the non-breeding season in adulthood, and is entirely absent during senescence. Notably, U3 exhibits the highest stemness among all SSC subsets, and shows low transcriptional similarity to reported human and murine SSC states, supporting lineage specificity. Importantly, U3 is characterized by PDGF-associated signaling pathway that peaks in adult testes during non-breeding season and declines with age. Guided by this seasonal niche signature, and informed by prior studies showing that VEGF/PDGF-nanohydrogels can promote vascular maturation via PDGF-driven collagen/fibronectin secretion^49^, ^50^, we developed a 3D collagen-PDGF scaffold that mimic seminiferous tubule conditions to sustain rhesus SSC stemness. Using this system, we achieved enhanced clone formation and sustained proliferation beyond 14 days, together with transcriptional features consistent with increased stemness-associated activity. These findings provide a practical direction for improving primate SSC culture strategies and for modeling age-associated decline of the SSC pool. However, the precise mechanistic role of PDGF signaling remains to be further validated via in vivo functional investigations.

In addition, our data highlight immune compositional changes as a prominent feature of testicular aging. Consistent with the concept that immune homeostasis is intertwined with endocrine and spermatogenic function^51^, ^52^, we observe shifts in immune composition and macrophage polarization with age, together suggesting an increasingly pro-inflammatory niche context. In aged rhesus testes, we observed a marked enrichment of CD3⁺CD4⁻CD8⁻ T cells, a subset with poorly defined roles in the gonadal niche. Pathway enrichment analysis suggested that aging was associated with reduced innate and regulatory immune responses and diminished T cell functional signatures, suggesting a potential weakening of immune surveillance in the aged testicular niche. These findings raise the possibility that CD3⁺CD4⁻CD8⁻ T cells may represent a previously underappreciated layer of immune regulation in the primate testis. However, additional validation and functional studies will be required to define their identity, localization, and mechanistic relevance.

Concurrently, testicular macrophages, the predominant immune population in the interstitium, shift toward a pro-inflammatory phenotype with aging. This is accompanied by diminished antigen presentation signatures and impaired apoptotic cell clearance, thereby sustaining chronic inflammation and compromising local immune privilege. Such changes not only exacerbate age-related tissue degeneration but also weaken macrophage support for germ cell development. Previous study has shown that M-CSF-deficient mice exhibit infertility and oligospermia^53^, though it remains unclear whether this reflects direct effects on SSCs or indirect regulation via macrophage-somatic cell interactions. In line with this, our results revealed particularly robust SSC-macrophage interactions compared to SSC-somatic cell signaling, suggesting that macrophages regulate SSC maintenance via M-CSF mediated niche-specific crosstalk, and age-associated immune dysfunction may disrupt this axis, contributing to progressive germ cell loss.

Despite the depth of our single-cell atlas, several limitations should be noted. First, this study included a limited number of rhesus monkeys, and larger cohorts will be needed to further strengthen the generalizability of our findings. Although the paired seasonal sampling design reduced inter-individual variability, physiological compensation following unilateral orchiectomy and non-seasonal temporal variation cannot be fully ruled out. Finally, although our transcriptomic and computational analyses provide important clues to potential regulatory mechanisms, the roles of PDGF-associated signaling, CD3^+^CD4^-^CD8^-^ T-cell expansion, and macrophage polarization in SSC maintenance, spermatogenesis, and steroidogenesis remain to be functionally validated in future studies.

In conclusion, this work establishes the first single-cell resource for the rhesus macaque testis across age stages and reproductive seasons, highlighting season-associated regulation of meiosis and SSC heterogeneity together with aging-related changes of somatic support and immune microenvironments. First, Sertoli cells exhibit season-associated remodeling of tight-junction programs that coincides with changes in meiotic germ-cell states. Second, we identify a transcriptionally distinct, high-stemness undifferentiated spermatogonial state (U3) that is selectively enriched during the adult non-breeding season and progressively depleted with aging. Third, testicular aging is accompanied by immune changes, including pro-inflammatory macrophage polarization and shifts in T-cell composition, together consistent with heightened inflammatory pressure on spermatogenic homeostasis. These findings advance our understanding of how aging and seasonal transitions shape primate testicular cellular hierarchies and niche homeostasis, while providing a valuable single-cell resource for future functional studies.

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
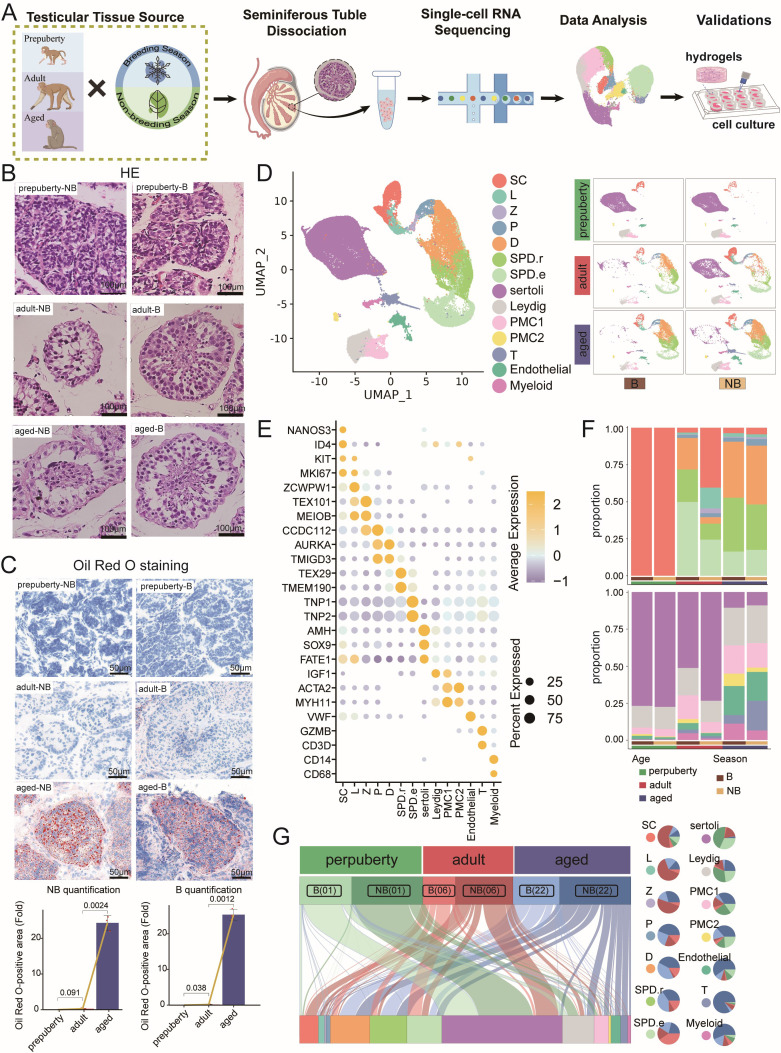
** Single-cell transcriptomic profiling revealed seasonal shifts and age- associated changes in rhesus monkey testes. A** Flowchart of the experimental design depicting testicular aging and reproductive seasons in rhesus monkeys. **B** Representative H&E staining of testicular sections across ages and seasons. Scale bars, 100 μm. **C** Oil Red O staining of testicular sections from prepuberty, adult and aged monkeys during the non-breeding (NB) and breeding (B) seasons. Upper panel: representative images; Lower panel: quantification of Oil Red O-positive area in NB and B samples, respectively, presented as fold changes. Data are shown as means ± SEM. Scale bars, 50 μm. **D** UMAP plot showing testicular cell types. Left panel: annotation of 14 distinct cell types in monkey testes. Right panel: distribution of different cell types across age and seasonal groups. **E** Dot plot showing cell type canonical marker gene expression. Dot size represents the proportion of cells expressing each gene; Color indicates average expression level. **F** Bar plots showing the proportions of germ cells (top) and somatic cells (bottom) across age and seasonal conditions. **G** The Sankey diagram (left) showing the flow from age and seasonal categories to specific cell types. Pie charts (right) summarize the proportional distribution of age and seasonal groups within each cell type.

**Figure 2:**
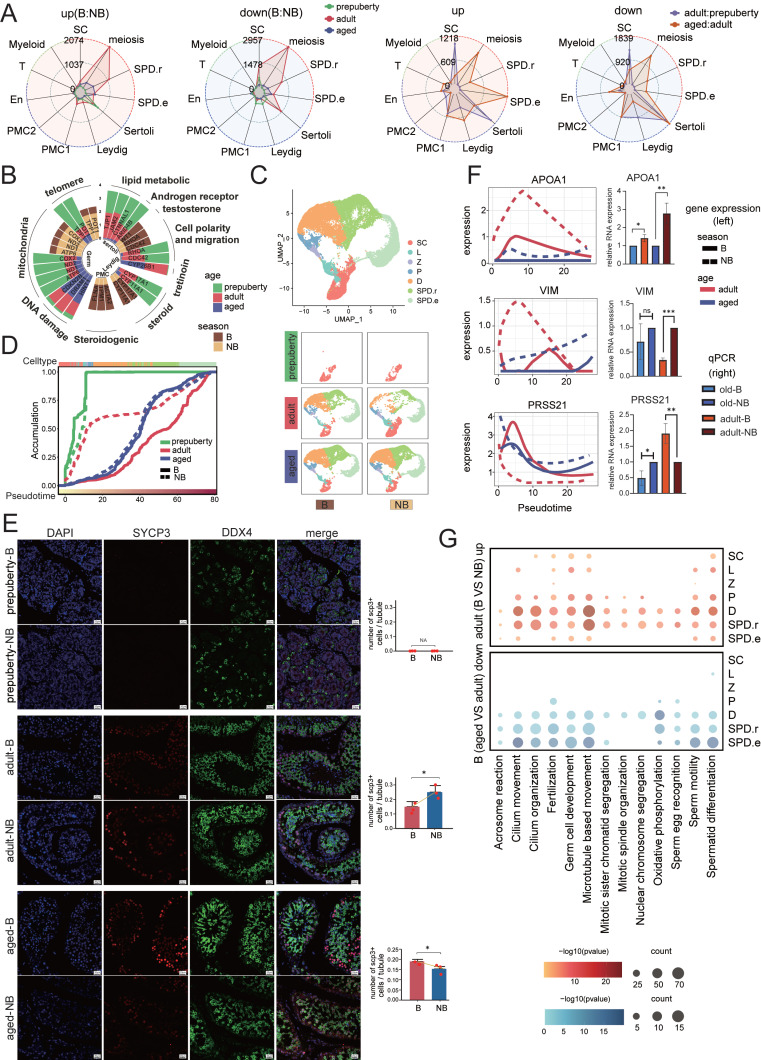
** Adult testicular meiosis in rhesus monkeys exhibits seasonal transcriptional oscillations aligned with the reproductive cycle. A** Radar plot displaying the numbers of DEGs across cell types under different comparisons. Left panel: upregulated (left) and downregulated (right) DEGs in breeding season versus non-breeding season across age stages. Right panel: upregulated (left) and downregulated (right) DEGs during development and aging. The numerical labels indicate the scale of DEG counts. **B** Circular bar plots showing scaled expression of representative functional gene categories across cell types under indicated age or seasonal conditions. The length of each bar represents the scaled expression level. Arcs indicate functional gene categories, while inner ring indicates cell types. **C** UMAP plot illustrating the cell subtypes of spermatogenic cells. Upper panel: cell type annotation; lower panel: distribution across age groups and reproductive seasons. **D** Empirical Cumulative Distribution Function (ECDF) plot displaying the distribution of spermatogenic cells along pseudotime progression. Curves represent the cumulative proportion of cells reaching each pseudotime point under different age and seasonal conditions. **E** Immunofluorescence staining of seminiferous tubules showing DAPI (blue), DDX4 (green) and SYCP3 (red). Representative images are shown in the upper panels, and quantification (means ± SEM) is shown in the lower panels. Positive SYCP3 positive area is quantified as fold changes. Scale bars, 20 μm.** F** Line plot modules displaying the smoothed expression of key regulatory genes during meiosis along pseudotime (left panel), and their corresponding qPCR validation results (right panel). **G** GO terms enrichment analysis of DEGs in germ cell types. Orange indicates pathways upregulated in breeding versus non-breeding seasons in adults, whereas blue indicates pathways downregulated in aged versus adult. Dot size represents the number of genes assigned to each GO term. Color intensity indicates statistical significance, with p-values calculated using the hypergeometric distribution.

**Figure 3:**
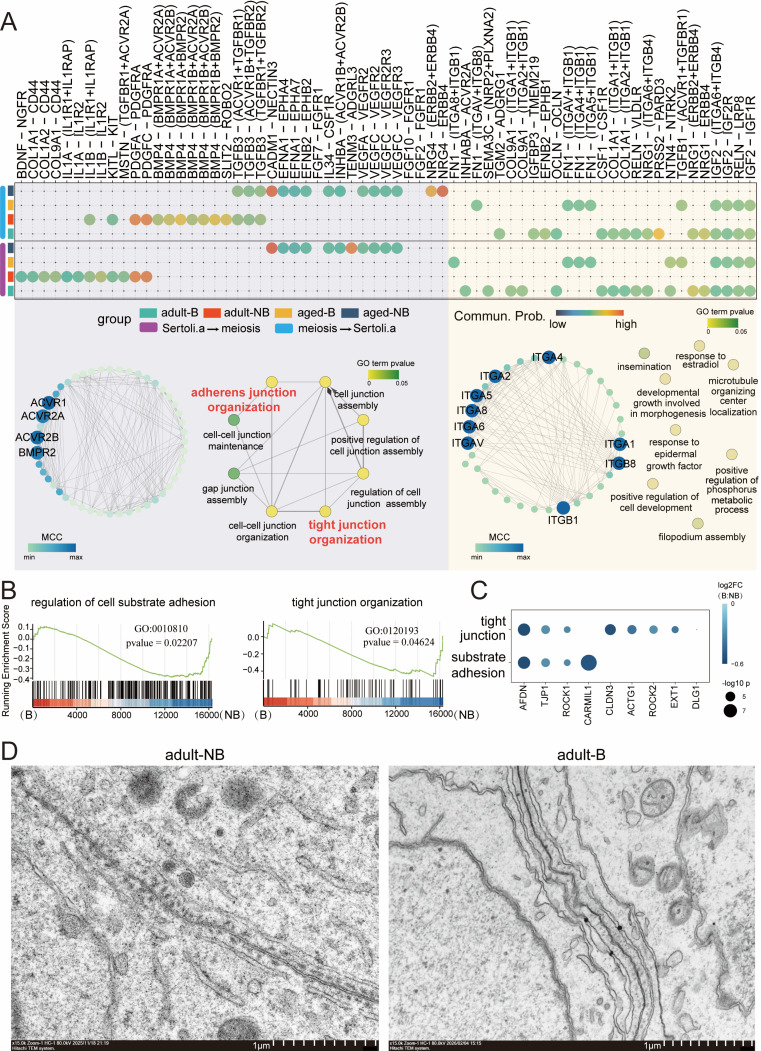
** Sertoli cells regulate seasonal meiotic dynamics through tight junction-mediated blood-testis barrier remodeling. A** Bubble heatmap showing ligand-receptor interaction pairs between Sertoli.a cells and meiosis germ cells across age and seasonal conditions. Dot color gradient reflects interaction strength. Network representations visualize enriched GO terms of significant interaction pairs in the non-breeding season (left, grey) and breeding season (right, light yellow). The accompanying protein-protein interaction (PPI) network visualizes the corresponding gene pairs identified in the bubble plot. Node color and size represent the Matthews correlation coefficient (MCC), reflecting the importance of each gene in the network. **B** GSEA showing enrichment of "regulation of cell substrate adhesion" in Sertoli. a cell (left) and "tight junction organization" in meiosis cells (right). Genes were ranked by log_2_(fold change) (breeding versus non-breeding seasons). **C** Dot plot displaying log_2_(fold change) (breeding versus non-breeding seasons) of representative genes associated with “tight junction organization” and “regulation of cell substrate adhesion” in Sertoli.a cells (top) and meiotic cells (bottom). Dot size indicates the number of genes contributing to each term; dot color indicates statistical significance. **D** Representative transmission electron microscopy images showing tight junction ultrastructure between adjacent Sertoli cells at the basal region of seminiferous tubule during the non-breeding and breeding seasons. Scale bars, 1 μm.

**Figure 4:**
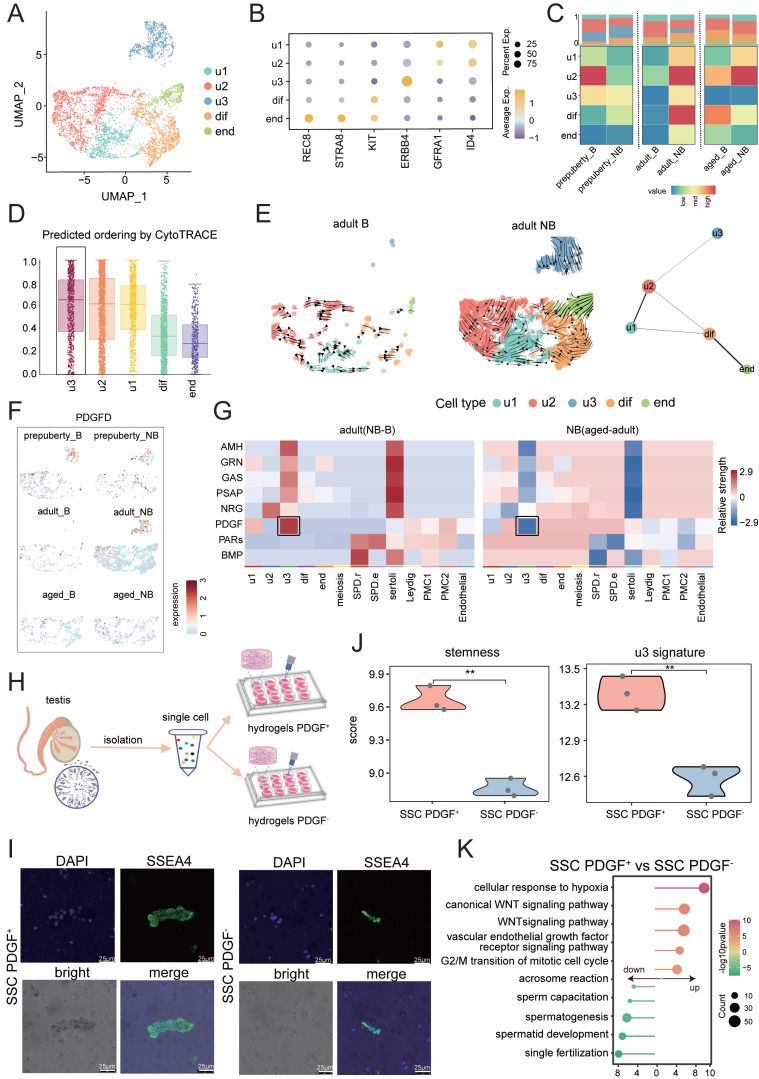
** Seasonally enriched U3 SSCs exhibit PDGF-associated programs. A** UMAP visualization of SSC subpopulations, showing undifferentiated SSC subclusters (U1-U3), differentiating spermatogonia (dif), and differentiated spermatogonia (end). **B** Dot plot showing the expression patterns of cell subtype-specific marker genes in SSCs. Dot size indicates the fraction of expressing cells, and color indicates scaled average expression. **C** Heatmap displaying Ro/e values for each SSC subtype across age and seasonal conditions, with the accompanying bar plot on top indicating subtype proportions. **D** Boxplot comparing CytoTRACE scores across SSC subpopulations, with higher scores indicating greater stem-like potential. **E** RNA velocity and PAGA analyses of relationships among U1-U3. The left and middle panels show RNA velocity-inferred dynamics of SSC states in adult breeding and non-breeding testes. The PAGA graph (right panel) illustrates connectivity among U1, U2, U3, differentiating spermatogonia (dif), and differentiated spermatogonia (end). Node size is proportional to cell number, and edge thickness of lines between nodes reflects connection strength.** F** UMAP plot displaying PDGFD expression, highlighting enrichment of PDGF-associated signaling in U3 cells during the adult non-breeding season. **G** Heatmap depicting pathway-level interaction strength between breeding and non-breeding seasons across various cell types in adult and aged testicular tissues. **H** Schematic flowchart depicting the 3D collagen-PDGF hydrogel culture system for rhesus SSCs. **I** Immunofluorescence staining of cultured rhesus SSCs colonies showing DAPI (blue) and SSEA4 (green). Bright-field image shown in gray. Scale bars, 25 μm. **J** Transcriptomic evaluation of cultured SSCs under indicated culture conditions. Left panel: stemness scores; right panel: expression of U3-specific signature genes. **K** Bar plots showing enriched GO terms enriched in PDGF-treated cultured SSCs compared with PDGF-free controls.

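Over the 11539 genes tested, edgeR's quasi-likelihood test called 2108 at a Benjamini-Hochberg adjusted p under 0.05, of which 878 were higher and 1230 were lower in SSC PDGF+ than in SSC PDGF-. An absolute log2 fold change of at least 1 was reached by 1283 of these genes. All 2108 had the same sign in batch 1 and in batch 2, and in 2106 the 3 libraries of each group did not overlap. Such separation was seen in 37.6% of all genes tested, against 10% given by chance for 3 libraries against 3. With the replicate number as a block, 6934 genes were called, 3587 higher and 3347 lower, and these included all 2108. With replicates 2 and 3 of each group summed into 1 library, a setting chosen after seeing the data because they may not be separate cultures, 693 genes were called, 206 higher and 487 lower. With batch in the model as well, 7089 were called, 3669 higher and 3420 lower, and these included all 2108. That fit has 1 residual degree of freedom. Within batch 2 alone, 6126 genes were called, 2081 of them shared with the 2108, and batch 1 holds a single library per group, which allows no test. The biological coefficient of variation was 0.212 without and 0.0634 with the block. The count fell most among the libraries left out without SSC PDGF+ replicate 2, to 1168 genes, and it was 1173 without SSC PDGF+ replicate 3, 1206 without SSC PDGF- replicate 2 and 1176 without SSC PDGF- replicate 3.
Genes with a large rise or fall were taken among called genes with a symbol, an average log2 CPM of at least 1 and no overlap between groups. ADCYAP1R1, a neuropeptide receptor gene, was at 11.7 ± 1.49 CPM (SD, n = 3) with PDGF and 0.300 ± 0.263 CPM (SD, n = 3) without, a log2 fold change of 5.22 (standard error 0.51, edgeR adjusted p = 5.1e-04). IGSF9B, GRM4 and COL25A1 had log2 fold changes of 4.93, 4.47 and 4.47 (edgeR adjusted p = 3.4e-04, 0.0037 and 0.0022). Among genes that fell, ELF3 had 0 counts with PDGF and 143 without, at least 59.4-fold lower against a floor of 3 counts over the group. CPS1 had 1 count against 196, SLC27A2 1 against 189 and SFN 1 against 129, ratios of 244, 235 and 161 with exact 95% intervals of 43.3 to 9694, 41.8 to 9350 and 28.3 to 6397. These intervals cover counting error only. KRT7, which encodes an epithelial keratin, was at 0.729 ± 0.254 CPM (SD, n = 3) with PDGF and 107 ± 18.6 CPM (SD, n = 3) without, a log2 fold change of -7.18 (standard error 0.29, edgeR adjusted p = 3.0e-05).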

**Figure 5:**
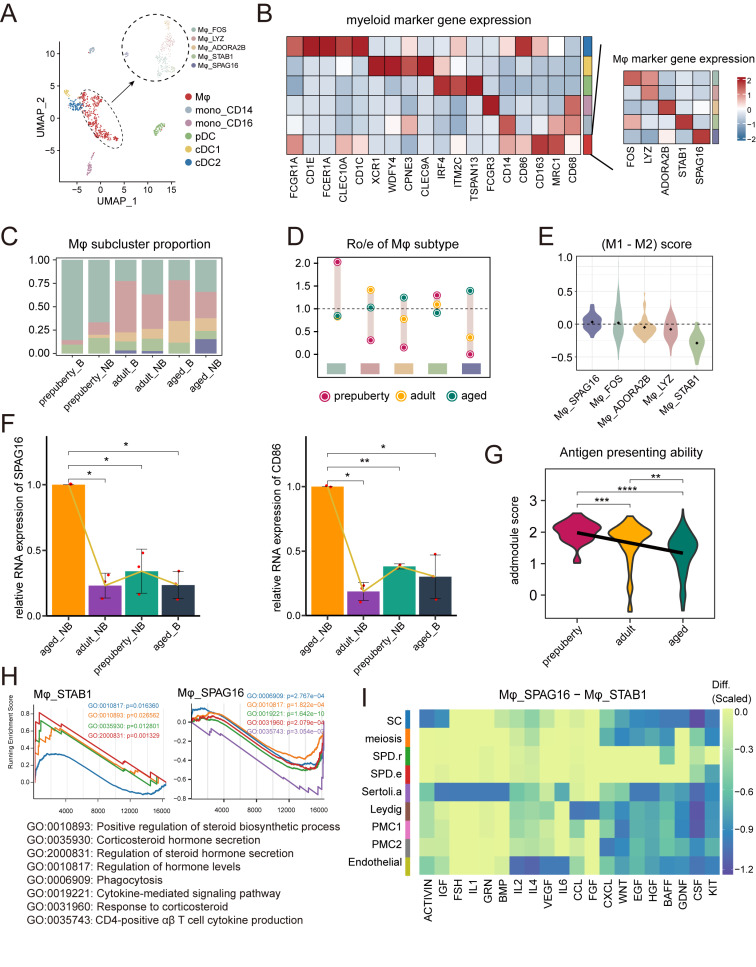
** Age-associated expansion of M1-like macrophages and reduced antigen-presentation signatures in the rhesus testis. A** UMAP plot illustrating subtypes of myeloid cells, with macrophage subpopulations highlighted within the dashed circle. **B** Heatmap plot showing expression patterns of specific marker genes for Myeloid subtypes and Macrophage subtypes. **C** Bar plot displaying proportional distribution of macrophage subtypes across age and seasonal conditions. **D** Plot displaying Ro/e scores of macrophage subtypes across age stages. **E** Assessment of M1 and M2 scores in macrophage subtypes by* Add modulescore function*. Values above the dotted line indicate a M1-biased state, while values below indicate a M2-biased state. **F** qPCR validation of representative markers (aged relative to adult; n = 3). **G** Violin plots depicting antigen presentation capacity (MHC class II module score) of macrophages across age stages. **H** GSEA showing functional pathway enrichment in *Mφ_STAB1* and *Mφ_SPAG16* macrophage subpopulations between breeding and non-breeding seasons. **I** Heatmap displays differential interaction effects of *Mφ_SPAG16* versus *Mφ_STAB1* on germ and somatic cell types. Negative values indicate weaker inferred effects for *Mφ_SPAG16* relative to *Mφ_STAB1*.

## Data Availability

The ScRNA-seq and bulk RNA-seq raw data generated in this study have been deposited in the GEO Omnibus database under accession code GSE306699 and GSE306702 respectively. Processed scRNA-seq and bulk RNA-seq data are also available through these GEO accession records. Source data are provided with this paper.

## References

[1] Guo J, Sosa E, Chitiashvili T, Nie X, Rojas EJ, Oliver E (2021). Single-cell analysis of the developing human testis reveals somatic niche cell specification and fetal germline stem cell establishment. Cell stem cell.

[2] Nie X, Munyoki SK, Sukhwani M, Schmid N, Missel A, Emery BR (2022). Single-cell analysis of human testis aging and correlation with elevated body mass index. Developmental cell.

[3] Guo J, Nie X, Giebler M, Mlcochova H, Wang Y, Grow EJ (2020). The Dynamic Transcriptional Cell Atlas of Testis Development during Human Puberty. Cell stem cell.

[4] Cui L, Nie X, Guo Y, Ren P, Guo Y, Wang X (2025). Single-cell transcriptomic atlas of the human testis across the reproductive lifespan. Nature aging.

[5] Uno H (1997). Age-related pathology and biosenescent markers in captive rhesus macaques. Age.

[6] Wickings EJ, Nieschlag E (1980). Seasonality in endocrine and exocrine testicular function of the adult rhesus monkey (Macaca mulatta) maintained in a controlled laboratory environment. International journal of andrology.

[7] Farbehi N, Patrick R, Dorison A, Xaymardan M, Janbandhu V, Wystub-Lis K (2019). Single-cell expression profiling reveals dynamic flux of cardiac stromal, vascular and immune cells in health and injury. eLife.

[8] Dadhich RK, Barrionuevo FJ, Real FM, Lupiañez DG, Ortega E, Burgos M (2013). Identification of live germ-cell desquamation as a major mechanism of seasonal testis regression in mammals: a study in the Iberian mole (Talpa occidentalis). Biology of reproduction.

[9] Jiménez R, Burgos M, Barrionuevo FJ (2015). Circannual Testis Changes in Seasonally Breeding Mammals. Sexual development: genetics, molecular biology, evolution, endocrinology, embryology, and pathology of sex determination and differentiation.

[10] You X, Chen Q, Yuan D, Zhang C, Zhao H (2021). Common markers of testicular Sertoli cells. Expert review of molecular diagnostics.

[11] Mruk DD, Cheng CY (2004). Sertoli-Sertoli and Sertoli-germ cell interactions and their significance in germ cell movement in the seminiferous epithelium during spermatogenesis. Endocrine reviews.

[12] Cheng CY, Mruk DD (2002). Cell junction dynamics in the testis: Sertoli-germ cell interactions and male contraceptive development. Physiological reviews.

[13] Wu S, Wang L, Tang EI, Wang J, Cheng CY (2021). An In Vitro Assay to Monitor Sertoli Cell Blood-Testis Barrier (BTB) Integrity. Methods in molecular biology (Clifton, NJ).

[14] Wong CH, Cheng CY (2005). The blood-testis barrier: its biology, regulation, and physiological role in spermatogenesis. Current topics in developmental biology.

[15] Shima Y, Miyabayashi K, Haraguchi S, Arakawa T, Otake H, Baba T (2013). Contribution of Leydig and Sertoli cells to testosterone production in mouse fetal testes. Molecular endocrinology (Baltimore, Md).

[16] Haywood M, Spaliviero J, Jimemez M, King NJ, Handelsman DJ, Allan CM (2003). Sertoli and germ cell development in hypogonadal (hpg) mice expressing transgenic follicle-stimulating hormone alone or in combination with testosterone. Endocrinology.

[17] Wang M, Liu X, Chang G, Chen Y, An G, Yan L (2018). Single-Cell RNA Sequencing Analysis Reveals Sequential Cell Fate Transition during Human Spermatogenesis. Cell stem cell.

[18] Li SY, Kumar S, Gu X, DeFalco T (2024). Testicular immunity. Molecular aspects of medicine.

[19] Zhao S, Zhu W, Xue S, Han D (2014). Testicular defense systems: immune privilege and innate immunity. Cellular & molecular immunology.

[20] Meinhardt A, Dejucq-Rainsford N, Bhushan S (2022). Testicular macrophages: development and function in health and disease. Trends in immunology.

[21] Walker ML, Wilson ME, Gordon TP (1984). Endocrine control of the seasonal occurrence of ovulation in rhesus monkeys housed outdoors. Endocrinology.

[22] Ramaswamy S, Marshall GR, McNeilly AS, Plant TM (2000). Dynamics of the follicle-stimulating hormone (FSH)-inhibin B feedback loop and its role in regulating spermatogenesis in the adult male rhesus monkey (Macaca mulatta) as revealed by unilateral orchidectomy. Endocrinology.

[23] Liu Y, Sanoff HK, Cho H, Burd CE, Torrice C, Ibrahim JG (2009). Expression of p16(INK4a) in peripheral blood T-cells is a biomarker of human aging. Aging cell.

[24] Xin-Chang Z, Peng W, Zhao-Yuan H, Xiao-Bin H, Ru-Jin Z, Yi-Xun L (2002). Expression of P16(INK4a) in testis of rhesus monkey during heat stress and testosterone undecanoate induced azoospermia or oligozoospermia. Contraception.

[25] Paniagua R, Amat P, Nistal M, Martin A (1986). Ultrastructure of Leydig cells in human ageing testes. Journal of anatomy.

[26] Huang D, Zuo Y, Zhang C, Sun G, Jing Y, Lei J (2023). A single-nucleus transcriptomic atlas of primate testicular aging reveals exhaustion of the spermatogonial stem cell reservoir and loss of Sertoli cell homeostasis. Protein & cell.

[27] Lau X, Munusamy P, Ng MJ, Sangrithi M (2020). Single-Cell RNA Sequencing of the Cynomolgus Macaque Testis Reveals Conserved Transcriptional Profiles during Mammalian Spermatogenesis. Developmental cell.

[28] Krasic J, Skara Abramovic L, Himelreich Peric M, Vanjorek V, Gangur M, Zovko D (2023). Testicular Germ Cell Tumor Tissue Biomarker Analysis: A Comparison of Human Protein Atlas and Individual Testicular Germ Cell Tumor Component Immunohistochemistry. Cells.

[29] Su J, Yang Y, Wang D, Su H, Zhao F, Zhang C (2025). A dynamic transcriptional cell atlas of testes development after birth in Hu sheep. BMC biology.

[30] Moon C, Jeong CW, Kim H, Ahn M, Kim S, Shin T (2006). Expression of CD44 adhesion molecule in rat testis with ischemia/reperfusion injury. The Journal of veterinary medical science.

[31] Chen SR, Liu YX (2015). Regulation of spermatogonial stem cell self-renewal and spermatocyte meiosis by Sertoli cell signaling. Reproduction (Cambridge, England).

[32] Shami AN, Zheng X, Munyoki SK, Ma Q, Manske GL, Green CD (2020). Single-Cell RNA Sequencing of Human, Macaque, and Mouse Testes Uncovers Conserved and Divergent Features of Mammalian Spermatogenesis. Developmental cell.

[33] Green CD, Ma Q, Manske GL, Shami AN, Zheng X, Marini S (2018). A Comprehensive Roadmap of Murine Spermatogenesis Defined by Single-Cell RNA-Seq. Developmental cell.

[34] Achita P, Dervovic D, Ly D, Lee JB, Haug T, Joe B (2018). Infusion of ex-vivo expanded human TCR-αβ(+) double-negative regulatory T cells delays onset of xenogeneic graft-versus-host disease. Clinical and experimental immunology.

[35] Jorban A, Lunenfeld E, Huleihel M (2023). Granulocyte-macrophage colony-stimulating factor (GM-CSF)-induced maturation of spermatogonial cells from prepubertal mice in vitro is enhanced by testosterone. European cytokine network.

[36] Lei ZM, Mishra S, Ponnuru P, Li X, Yang ZW, Rao Ch V (2004). Testicular phenotype in luteinizing hormone receptor knockout animals and the effect of testosterone replacement therapy. Biology of reproduction.

[37] Decaroli MC, Rochira V (2017). Aging and sex hormones in males. Virulence.

[38] Fayomi AP, Orwig KE (2018). Spermatogonial stem cells and spermatogenesis in mice, monkeys and men. Stem cell research.

[39] Fang X, Jiang M, Zhou M, Shao J, Fang X, Wang J (2022). Elucidating the developmental dynamics of mouse stromal cells at single-cell level. Life medicine.

[40] Zou X, Dai X, Mentis AA, Esteban MA, Liu L, Han L (2022). From monkey single-cell atlases into a broader biomedical perspective. Life medicine.

[41] Bi R, Pan LN, Dai H, Sun C, Li C, Lin HJ (2024). Epigenetic characterization of adult rhesus monkey spermatogonial stem cells identifies key regulators of stem cell homeostasis. Nucleic acids research.

[42] Mäkelä JA, Koskenniemi JJ, Virtanen HE, Toppari J (2019). Testis Development. Endocrine reviews.

[43] Chen P, Zirkin BR, Chen H (2020). Stem Leydig Cells in the Adult Testis: Characterization, Regulation and Potential Applications. Endocrine reviews.

[44] Garcia TX, Farmaha JK, Kow S, Hofmann MC (2014). RBPJ in mouse Sertoli cells is required for proper regulation of the testis stem cell niche. Development (Cambridge, England).

[45] Winther JF, Kenborg L, Byrne J, Hjorth L, Kaatsch P, Kremer LC (2015). Childhood cancer survivor cohorts in Europe. Acta oncologica (Stockholm, Sweden).

[46] Masliukaite I, Ntemou E, Feijen EAM, van de Wetering M, Meissner A, Soufan AT (2023). Childhood cancer and hematological disorders negatively affect spermatogonial quantity at diagnosis: a retrospective study of a male fertility preservation cohort. Human reproduction (Oxford, England).

[47] de Rooij DG (1973). Spermatogonial stem cell renewal in the mouse. I. Normal situation. Cell and tissue kinetics.

[48] Clermont Y (1972). Kinetics of spermatogenesis in mammals: seminiferous epithelium cycle and spermatogonial renewal. Physiological reviews.

[49] Skinner MK (1991). Cell-cell interactions in the testis. Endocrine reviews.

[50] Bellvé AR, Zheng W (1989). Growth factors as autocrine and paracrine modulators of male gonadal functions. Journal of reproduction and fertility.

[51] Xia K, Luo P, Yu J, He S, Dong L, Gao F (2024). Single-cell RNA sequencing reveals transcriptomic landscape and potential targets for human testicular ageing. Human reproduction (Oxford, England).

[52] Bhushan S, Theas MS, Guazzone VA, Jacobo P, Wang M, Fijak M (2020). Immune Cell Subtypes and Their Function in the Testis. Frontiers in immunology.

[53] Cohen PE, Chisholm O, Arceci RJ, Stanley ER, Pollard JW (1996). Absence of colony-stimulating factor-1 in osteopetrotic (csfmop/csfmop) mice results in male fertility defects. Biology of reproduction.

# Supplementary material for: Single-cell atlas of rhesus monkey testis reveals aging- and season-dependent regulation of spermatogenesis and microenvironment homeostasis
**Source:** Int J Biol Sci. 2026 Jul 20;22(12):6858–75. doi: 10.7150/ijbs.134245
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

**Figure S1. Aging-associated histological alterations in rhesus monkey testes.**

Immunofluorescence staining of P16 (senescence marker), and Collagen IV (marker of basal membrane of seminiferous tubules). Left panels: representative images. Right panels: quantification of P16-positive cells, as well as basement membrane (BM) thickness based on collagen IV staining, presented as fold changes (mean  $\pm$  SEM). Scale bars, 20  $\mu$ m for P16 and 50  $\mu$ m for collagen IV staining.

**Figure S2. Pseudotime analysis of germ cell development across age and seasons**

**A** Pseudotime analysis depicting germ cell development from SCto SPD.e across age and seasonal conditions. **B** Heatmaps and curve charts showing the dynamic expression profiles of genes along the pseudotime trajectory of meiosis. The heatmap provides a visual representation of the expression levels of these prominent DEGs. Line plots illustrate gene expression trends, and bar charts summarize the enrichment of associated GO terms for each gene cluster.

**Figure S3. Somatic cell subtypes and functional programs in the rhesus testis across age and reproductive seasons**

**A** UMAP plot showing subtypes of Sertoli cells. **B** Ro/e value indicates the enrichment levels of each Sertoli cell subtype across age/seasonal conditions. **C** UMAP plots showing the expression pattern of SOX9 and AMH. **D** Lollipop plot displaying significantly enriched upregulated (right) and downregulated (left) pathways in sertoli.a cells compared with sertoli.p. **E** Lollipop plot showing enriched pathways in adult Sertoli.a cells (breeding versus non-breeding seasons). **F** UMAP plot illustrating subtypes of Leydig cells. **G** Ro/e value indicates the enrichment levels of each Leydig cell subtype across different age/seasonal conditions. **H** Dotplot illustrating the distinct expression patterns of subtype-specific marker genes across Leydig cell populations. **I** Lollipop plot displays significantly enriched pathways in adult Leydig-3 cells (breeding versus non-breeding seasons). **J** Lollipop plots illustrating specifically enriched upregulated (right) and downregulated (left) pathways in Leydig-1&2, Leydig-3, and leydig-4 cells. **K** UMAP plot illustrating subtypes of PMC cells. **L** Ro/e value indicates the enrichment levels of PMC cell subtypes across different age/seasonal conditions. **M** Dotplot illustrating the distinct expression patterns of subtype-specific marker genes across PMC cell populations. **N** Lollipop plot displaying significantly downregulated pathways in PMC1\_1 cells in aged monkeys compared with prepuberty and adult

groups. **O** Lollipop plot displaying significantly upregulated pathways in adult PMC1\_2 cells (breeding versus non-breeding seasons).

**Figure S4. Gene expression and intercellular communication among immune, germ, and somatic cells across age and seasonal conditions**

**A** Interaction strength among immune cells, germ cells, and somatic cells under different age/seasonal conditions. **B** Chord diagram showing directional ligand (immune cells)-receptor (germ cells) interactions across adult breeding, adult non-breeding, aged breeding and aged non-breeding seasons. **C** Chord diagram visualizes directional ligand (immune cells)-receptor (somatic cells) interactions across adult breeding, adult non-breeding, aged breeding, and aged non-breeding seasons. **D** Chord diagram visualizes directional ligand (somatic cells)-receptor (germ cells) interactions across adult breeding, adult non-breeding, aged breeding, and aged non-breeding seasons.

**Figure S5. U3 definition, regulatory programs, and cross-species comparison**

**A** Circular plot showing Augur algorithm-based ranking of spermatogenic cell types by responsiveness to age and seasonal effects. **B** UMAP visualization showing the distribution of SSC subpopulations (U1–U3, dif, end) across age and seasonal conditions. **C** Bar plots showing the counts of enriched GO terms for U3 versus u1/u2 in adult testes during the non-breeding season. **D** Heatmap showing regulon activity across SC subpopulations. Regulon activity was scaled by row (z-score) and grouped into five modules (c1–c5) using hierarchical clustering (complete linkage). For each module, representative enriched GO terms of regulon target genes are shown. Dot plots display enrichment significance ( $-\log_{10} P$  value), and bar plots indicate the corresponding gene counts for each GO term. **E** UMAP visualization showing distribution of SSC subpopulations in mouse and human. Dot plots showing expression patterns of subtype-specific marker genes. **F** Cross-species gene expression correlation analysis of SSC subpopulations, comparing rhesus U3 with reported human and mouse SSC states.

**Fig.S6 Age-Associated expansion and functional attenuation of DNT cells in the rhesus testis**

68    **A** UMAP plot depicting the distribution of T cell populations. **B** Bar plot with nested  
69    percentage information showing T cell subpopulation composition across age and  
70    seasonal conditions. Percentages shown at the right of each bar indicate the proportion  
71    of T cells among total cells for each condition. Percentages within the stacked bars (and  
72    pie chart) indicate the relative proportions of CD4, CD8, and DNT subsets within the T  
73    cell compartment. The pie chart summarizes overall T cell subtype composition. **C**  
74    Representative flow cytometry plots for *CD3* expression in testicular cells within each  
75    condition. **D** qPCR analysis of *CD3D* expression in adult testes relative to aged group  
76    in breeding or nonbreeding seasons. **E** Lollipop plot displaying showing pathways  
77    downregulated in DNT cells in aged versus prepubertal/adult testes.

78

79

80

81

82 Figure S1

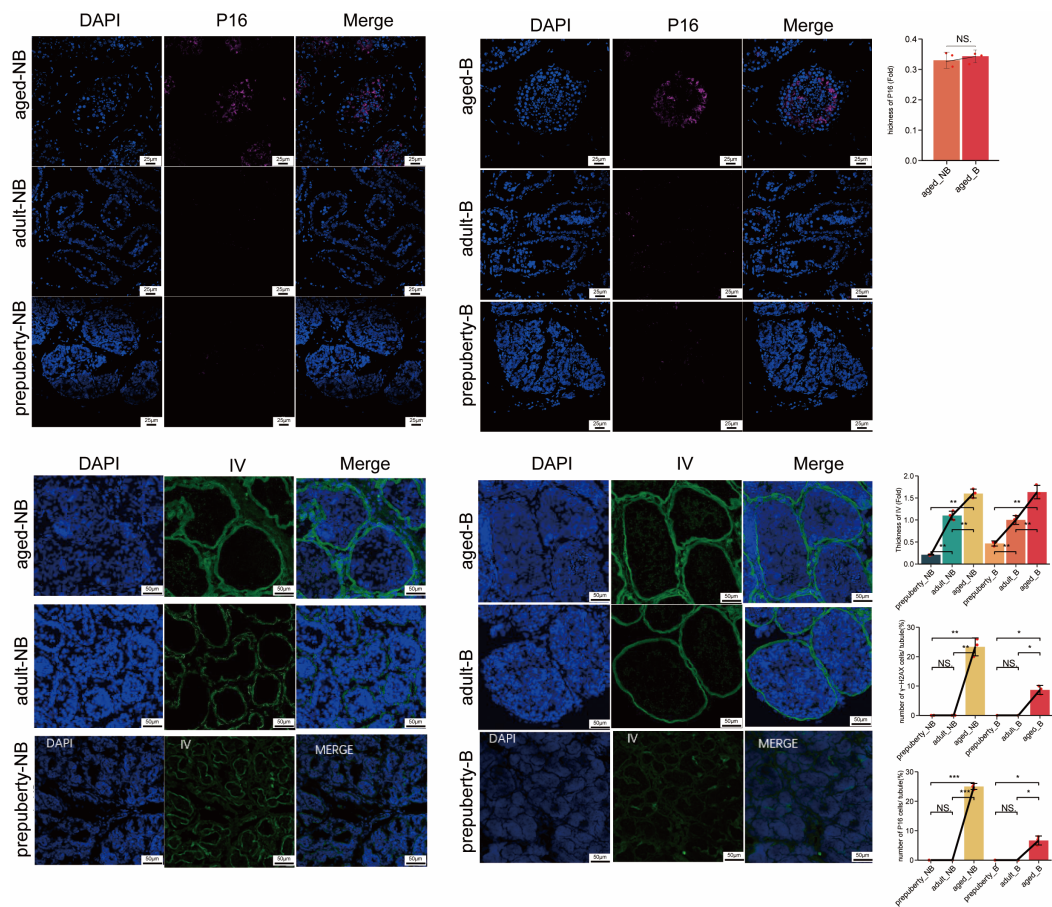

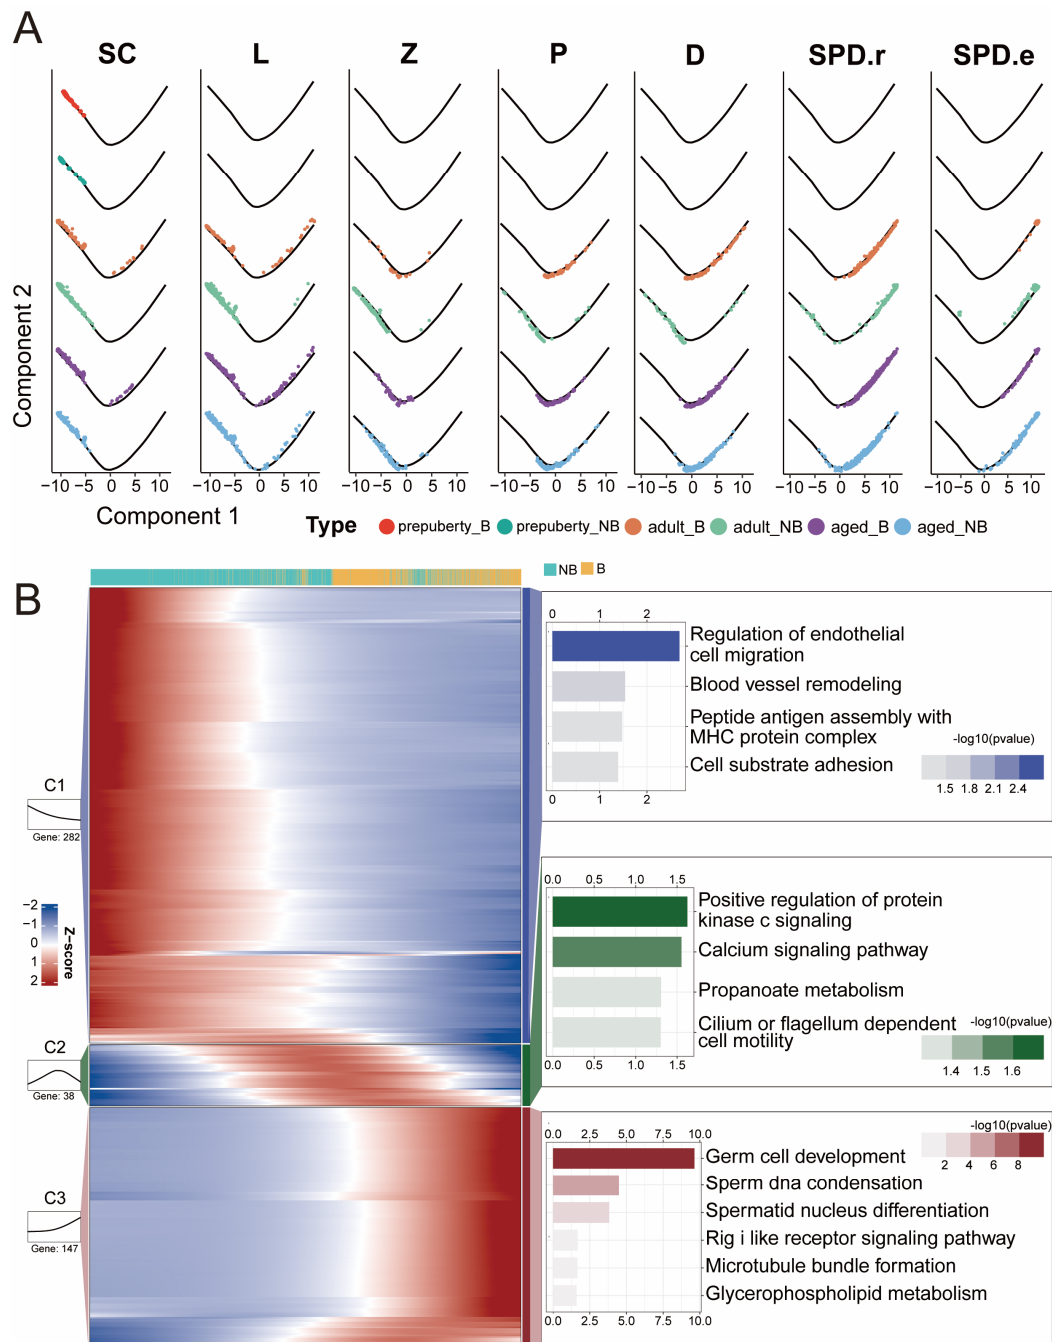

100  
101  
102  
103  
104  
105  
106

107 Figure S3

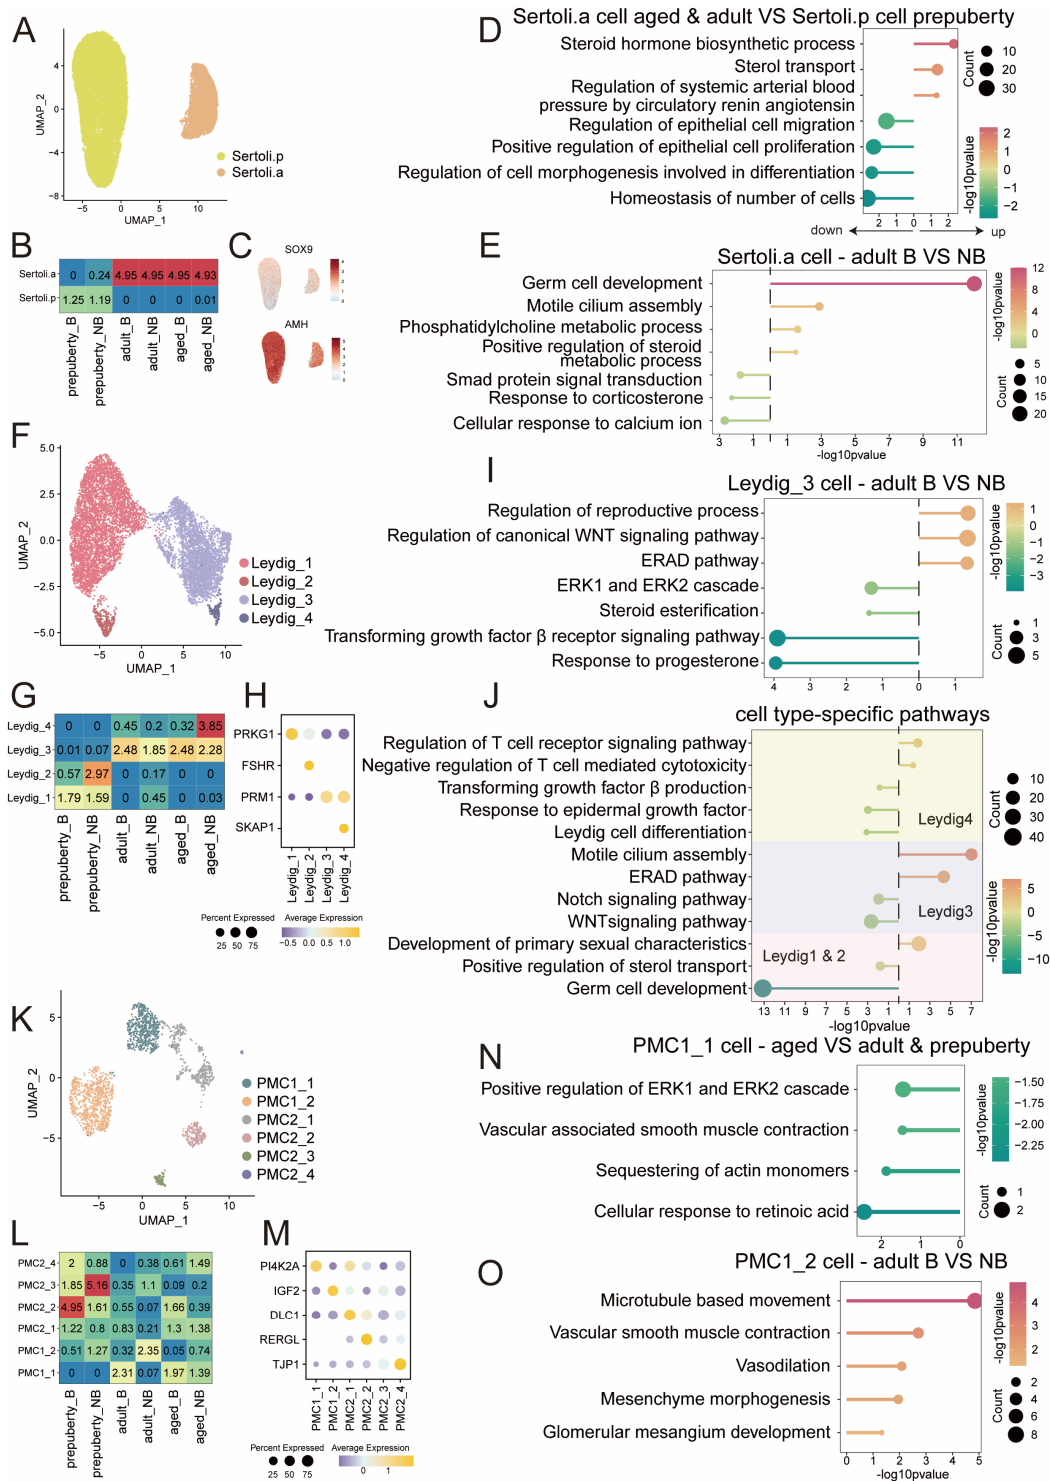

108

109

110

111

112

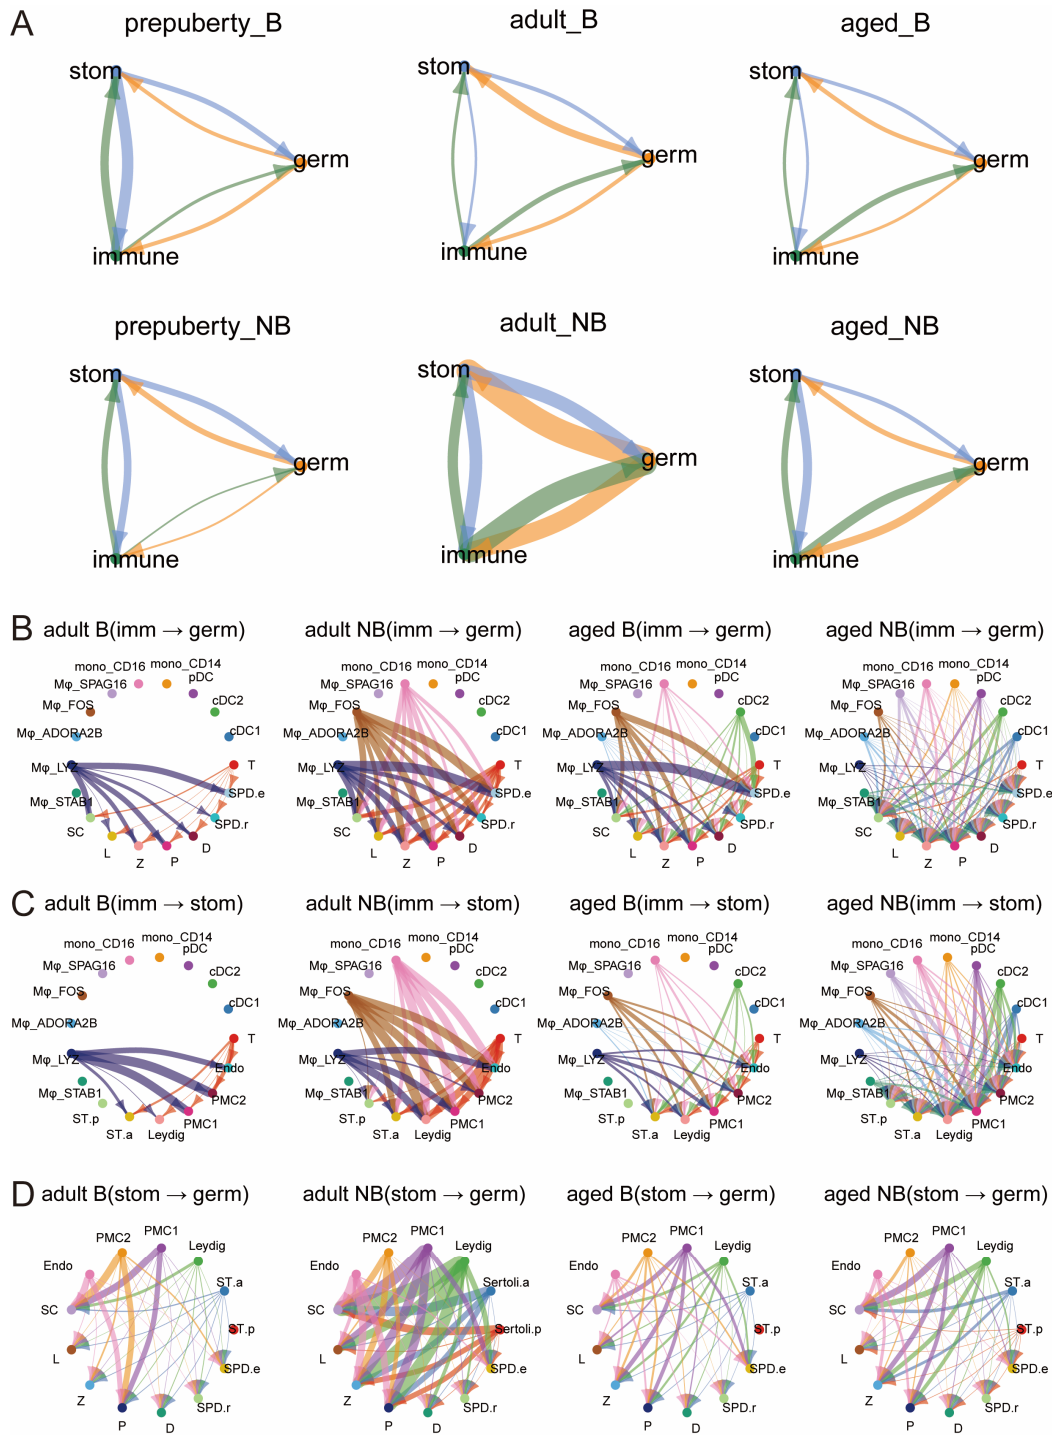

114

115

116

117

118

119

120 Figure S5

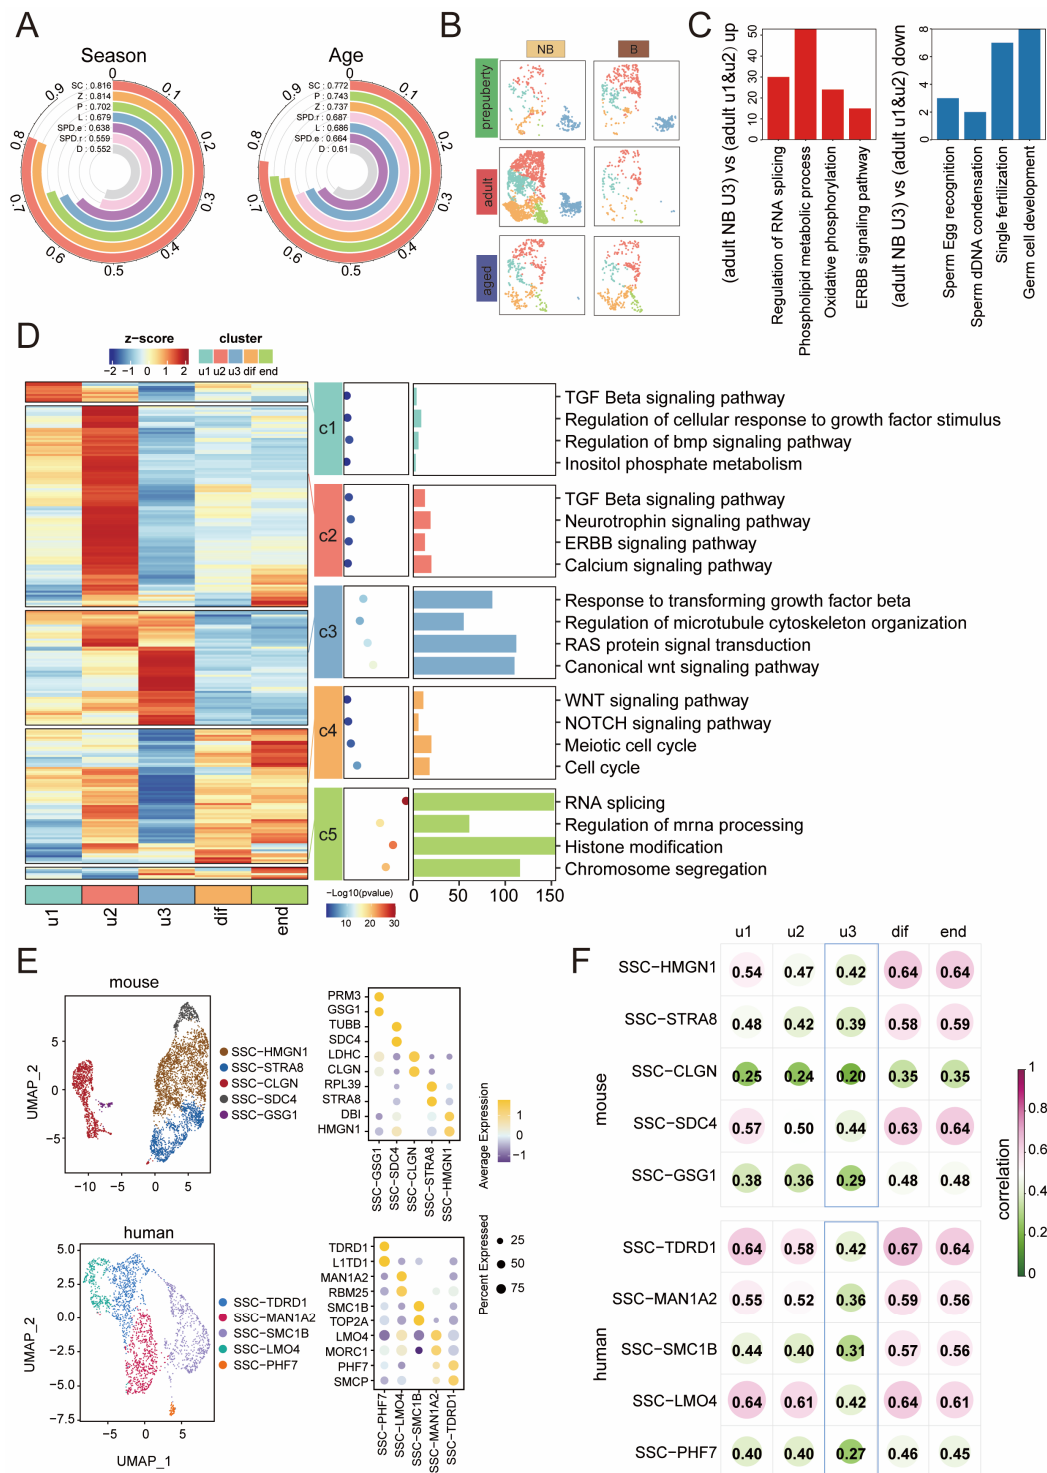

121

122

123

124

125

126 Figure S6

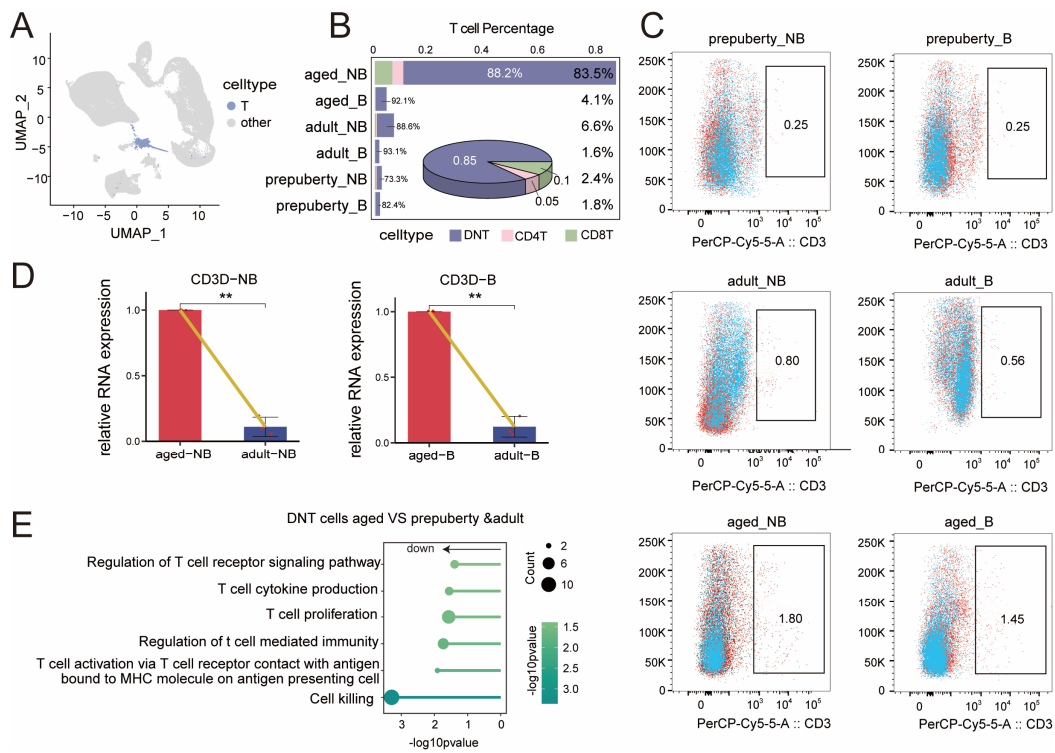

**Table S1: PCR primer sequences**

| Name of primer | primer sequence                 |
|----------------|---------------------------------|
| APOA1-F        | 5'-AAGATGAACCCCCACAGACC-3'      |
| APOA1-R        | 5'-GGACACATAGTCTTTGCCGC-3'      |
| VIM-F          | 5'-GGACCAGCTAACCAACGACA-3'      |
| VIM-R          | 5'-AGATTGCAGGGTGTTCTCGG-3'      |
| PPM1E-F        | 5'-GCCTGCAGCAGCTCTACAAATATAA-3' |
| PPM1E-R        | 5'-AGTCCCTTCTGTGCCATCCG-3'      |
| PRSS21-F       | 5'-TCAGAACCGGACAGACTGCT-3'      |
| PRSS21-R       | 5'-TCCTGGAGGGTATAGGGAGATG-3'    |
| CD3D-F         | 5'-GCTACCCTTCTCTCCCAAGTG-3'     |
| CD3D-R         | 5'-ACCGTTCCCTCTACCCATGT-3'      |
| CD86-F         | 5'-AAACCGAAGCCTGAGTGAGC-3'      |
| CD86-R         | 5'-GTGCGGCCCATATACTTGGA-3'      |
| SPAG16-F       | 5'-CGTTGGGCATGGGTTTGAC-3'       |
| SPAG16-R       | 5'-CCACGGAAGGATACGCTC-3'        |

**Table S2. Animal and single-cell sequencing metadata**

| Sample ID     | Age group | Sex  | Season | Mean UMI Counts per Cell |
|---------------|-----------|------|--------|--------------------------|
| RNA-195041    | puberty   | male | NB     | 3734.83                  |
| RNA-195041-12 | puberty   | male | B      | 4322.74                  |
| RNA-197007    | puberty   | male | NB     | 3850.52                  |
| RNA-197007-12 | puberty   | male | B      | 3803.62                  |
| RNA-145269    | adult     | male | NB     | 4243.52                  |
| RNA-145269-12 | adult     | male | B      | 3370.64                  |
| RNA-146057    | adult     | male | NB     | 3235.34                  |
| RNA-146057-12 | adult     | male | B      | 3850                     |
| RNA-98093     | aged      | male | NB     | 2464.58                  |
| RNA-98093-12  | aged      | male | B      | 2852.15                  |
| RNA-98333     | aged      | male | NB     | 2907.17                  |
| RNA-98333-12  | aged      | male | B      | 2769.66                  |

171

172

173

174

175

176

**Table S3. SSC- monkey\_human\_correlation**

|                      | 95% CI<br>Lower Limit | Correlation<br>Coefficient | 95% CI<br>Upper<br>Limit | P value                   | 95% CI<br>Summary    |
|----------------------|-----------------------|----------------------------|--------------------------|---------------------------|----------------------|
| SSC-<br>TDRD1-u1     | 0.63                  | 0.64                       | 0.65                     | 0                         | 0.64 (0.63-<br>0.65) |
| SSC-<br>MAN1A-<br>u1 | 0.54                  | 0.55                       | 0.56                     | 0                         | 0.55 (0.54-<br>0.56) |
| SSC-<br>SMC1B-u1     | 0.42                  | 0.44                       | 0.45                     | 0                         | 0.44 (0.42-<br>0.45) |
| SSC-<br>LMO4-u1      | 0.63                  | 0.64                       | 0.65                     | 0                         | 0.64 (0.63-<br>0.65) |
| SSC-<br>PHF7-u1      | 0.39                  | 0.4                        | 0.42                     | 0                         | 0.4 (0.39-<br>0.42)  |
| SSC-<br>TDRD1-u2     | 0.57                  | 0.58                       | 0.59                     | 0                         | 0.58 (0.57-<br>0.59) |
| SSC-<br>MAN1A-<br>u2 | 0.5                   | 0.52                       | 0.53                     | 0                         | 0.52 (0.5-<br>0.53)  |
| SSC-<br>SMC1B-u2     | 0.38                  | 0.4                        | 0.42                     | 0                         | 0.4 (0.38-<br>0.42)  |
| SSC-<br>LMO4-u2      | 0.59                  | 0.61                       | 0.62                     | 0                         | 0.61 (0.59-<br>0.62) |
| SSC-<br>PHF7-u2      | 0.39                  | 0.4                        | 0.42                     | 0                         | 0.4 (0.39-<br>0.42)  |
| SSC-<br>TDRD1-u3     | 0.4                   | 0.42                       | 0.43                     | 0                         | 0.42 (0.4-<br>0.43)  |
| SSC-<br>MAN1A-<br>u3 | 0.35                  | 0.36                       | 0.38                     | 0                         | 0.36 (0.35-<br>0.38) |
| SSC-<br>SMC1B-u3     | 0.3                   | 0.31                       | 0.33                     | 9.296118446<br>65874e-259 | 0.31 (0.3-<br>0.33)  |

|               |      |      |      |                           |                  |
|---------------|------|------|------|---------------------------|------------------|
| SSC-LMO4-u3   | 0.4  | 0.42 | 0.43 | 0                         | 0.42 (0.4-0.43)  |
| SSC-PHF7-u3   | 0.25 | 0.27 | 0.28 | 2.732782874<br>17653e-187 | 0.27 (0.25-0.28) |
| SSC-TDRD1-dif | 0.66 | 0.67 | 0.68 | 0                         | 0.67 (0.66-0.68) |
| SSC-MAN1A-dif | 0.58 | 0.59 | 0.6  | 0                         | 0.59 (0.58-0.6)  |
| SSC-SMC1B-dif | 0.56 | 0.57 | 0.59 | 0                         | 0.57 (0.56-0.59) |
| SSC-LMO4-dif  | 0.63 | 0.64 | 0.65 | 0                         | 0.64 (0.63-0.65) |
| SSC-PHF7-dif  | 0.45 | 0.46 | 0.48 | 0                         | 0.46 (0.45-0.48) |
| SSC-TDRD1-end | 0.63 | 0.64 | 0.65 | 0                         | 0.64 (0.63-0.65) |
| SSC-MAN1A-end | 0.55 | 0.56 | 0.57 | 0                         | 0.56 (0.55-0.57) |
| SSC-SMC1B-end | 0.55 | 0.56 | 0.57 | 0                         | 0.56 (0.55-0.57) |
| SSC-LMO4-end  | 0.6  | 0.61 | 0.62 | 0                         | 0.61 (0.6-0.62)  |
| SSC-PHF7-end  | 0.43 | 0.45 | 0.46 | 0                         | 0.45 (0.43-0.46) |

177  
178

**Table S3. SSC- monkey\_mouse\_correlation**

|              | 95% CI<br>Lower<br>Limit | Correlatio<br>n<br>Coefficien<br>t | 95% CI<br>Upper<br>Limit | P value                       | 95% CI<br>Summary |
|--------------|--------------------------|------------------------------------|--------------------------|-------------------------------|-------------------|
| SSC-HMGN1-u1 | 0.53                     | 0.54                               | 0.56                     | 0                             | 0.54 (0.53-0.56)  |
| SSC-STRA8-u1 | 0.46                     | 0.48                               | 0.49                     | 0                             | 0.48 (0.46-0.49)  |
| SSC-CLGN-u1  | 0.24                     | 0.25                               | 0.27                     | 1.56142145<br>328725e-<br>149 | 0.25 (0.24-0.27)  |
| SSC-SDC4-u1  | 0.56                     | 0.57                               | 0.58                     | 0                             | 0.57 (0.56-0.58)  |

|               |      |      |      |                           |                  |
|---------------|------|------|------|---------------------------|------------------|
| SSC-GSG1-u1   | 0.36 | 0.38 | 0.39 | 0                         | 0.38 (0.36-0.39) |
| SSC-HMGN1-u2  | 0.46 | 0.47 | 0.49 | 0                         | 0.47 (0.46-0.49) |
| SSC-STRA8-u2  | 0.41 | 0.42 | 0.44 | 0                         | 0.42 (0.41-0.44) |
| SSC-CLGN-u2   | 0.22 | 0.24 | 0.26 | 4.65641114<br>525116e-134 | 0.24 (0.22-0.26) |
| SSC-SDC4-u2   | 0.48 | 0.5  | 0.51 | 0                         | 0.5 (0.48-0.51)  |
| SSC-GSG1-u2   | 0.34 | 0.36 | 0.38 | 2.04932366<br>175282e-310 | 0.36 (0.34-0.38) |
| SSC-HMGN1-u3  | 0.41 | 0.42 | 0.44 | 0                         | 0.42 (0.41-0.44) |
| SSC-STRA8-u3  | 0.38 | 0.39 | 0.41 | 0                         | 0.39 (0.38-0.41) |
| SSC-CLGN-u3   | 0.18 | 0.2  | 0.22 | 1.19645194<br>289886e-90  | 0.2 (0.18-0.22)  |
| SSC-SDC4-u3   | 0.43 | 0.44 | 0.46 | 0                         | 0.44 (0.43-0.46) |
| SSC-GSG1-u3   | 0.27 | 0.29 | 0.31 | 4.82718608<br>477216e-196 | 0.29 (0.27-0.31) |
| SSC-HMGN1-dif | 0.63 | 0.64 | 0.65 | 0                         | 0.64 (0.63-0.65) |
| SSC-STRA8-dif | 0.57 | 0.58 | 0.59 | 0                         | 0.58 (0.57-0.59) |
| SSC-CLGN-dif  | 0.33 | 0.35 | 0.36 | 6.89267699<br>458207e-286 | 0.35 (0.33-0.36) |
| SSC-SDC4-dif  | 0.62 | 0.63 | 0.64 | 0                         | 0.63 (0.62-0.64) |
| SSC-GSG1-dif  | 0.46 | 0.48 | 0.49 | 0                         | 0.48 (0.46-0.49) |
| SSC-HMGN1-end | 0.62 | 0.64 | 0.65 | 0                         | 0.64 (0.62-0.65) |
| SSC-STRA8-end | 0.58 | 0.59 | 0.61 | 0                         | 0.59 (0.58-0.61) |
| SSC-CLGN-end  | 0.33 | 0.35 | 0.37 | 6.28615626<br>760923e-294 | 0.35 (0.33-0.37) |

|                  |      |      |      |   |                      |
|------------------|------|------|------|---|----------------------|
| SSC-SDC4-<br>end | 0.63 | 0.64 | 0.65 | 0 | 0.64 (0.63-<br>0.65) |
| SSC-GSG1-<br>end | 0.46 | 0.48 | 0.49 | 0 | 0.48 (0.46-<br>0.49) |

---

179

180

How the deposited data were processed for this re-analysis (not part of the article)

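The data are bulk RNA sequencing libraries of cultured rhesus monkey SSCs, 3 with PDGF (SSC PDGF+) and 3 without (SSC PDGF-). The single-cell data of the study were not analysed here. Sample conditions and replicate and batch numbers were taken from the sample labels and Fig. 4, and every column of counts was matched to a sample. The labels give the tissue as testis, while the paper describes cultured SSCs; the grouping by PDGF is the same in both.

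The authors deposited expected counts per gene, that is, raw counts without normalization, in which 34 values of 13 genes are not whole. The plan written before the data were examined assumed whole counts, so the values were rounded before every test. The paper's text does not state the aligner, counting tool, annotation, genome build or filter for these libraries; it names Mmul_10 for the single-cell reads only. Of the 17795 genes listed, 3004 had no count in any library and 2686 carry a LOC identifier. By name, 17389 matched the NCBI RefSeq annotation release 103 of Mmul_10, which was used for GC content and length of 17013 genes. Coordinates are not given because the build behind the counts is not named.

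Totals per library ranged from 10593805 to 14102697 counts and were higher in SSC PDGF+. The 50 most abundant genes held 15.1% to 18.2% of the counts. Where a group had 0 counts, a floor of 3 counts over the group was used, and where it had 1 to 3 counts, or a named gene did not pass the filter, an exact binomial (Clopper-Pearson) 95% interval of the ratio was computed; both cover counting error only, since PCR duplicates cannot be told from the counts. Some genes had identical counts in all 6 libraries: among genes with at least 20 counts in total there were 405 such sets with 850 genes, and reads of these genes cannot be assigned to a single gene.

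Normalization used TMM in edgeR 4.0.16 under R 4.3.3, with filterByExpr by group. The comparison of SSC PDGF+ with SSC PDGF- used edgeR's quasi-likelihood test without a block and a Benjamini-Hochberg adjusted p under 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Log2 differences within a batch were computed with 0.5 counts added. A score is the mean over a list of log2(CPM + 1), made from the deposited counts, and was compared by two-sided exact permutation tests, for which 3 libraries against 3 allow no p under 0.1. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the 23 lists with a tested gene; 24 lists were written before the data were examined, and of the T cell markers no gene passed the filter. The lists were written by hand and are not those of the paper. Genes named in the text are those the study names as markers of spermatogonial subpopulations or testicular cell types, the PDGF ligands and receptors, up to 3 genes in each direction with the largest change past the threshold in each list, and the 5 in each direction with the largest log2 fold change among called genes with a symbol, an average log2 CPM of at least 1 and no overlap between groups. Of these, 89 were analysed here and 81 passed the filter, and only part of them is reported in the text. ODF2, FN1, COL1A1, COL1A2, PAX8, KRT18 and HP, and WLS, SFRP2 and TCF7L2, are named outside this rule, as abundant or called members of lists, and were chosen after their values were seen.

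Libraries with the same replicate number share a batch by the labels. Their deviations from the group means correlated across genes with r = 0.73, 0.35 and 0.37 for numbers 1, 2 and 3, so the numbers were treated as pairing the libraries, and a fit with the replicate number as a block was made as an alternative. Replicates 2 and 3 share a batch, and their cross pairs correlated with r = 0.39 and 0.36, so this pairing is one by batch as much as by number. The labels and the paper do not state whether replicates 2 and 3 come from separate cultures; they lay far closer to each other than to replicate 1, so a setting that sums them was added after the data were seen.

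The alternatives were RLE, upper quartile and no normalization factors, other count filters, DESeq2 1.42.0, limma-voom, the replicate block, batch as a term, batch 2 alone, the block with a correction for GC content and gene length, other thresholds, other score definitions, fry and an estimated correlation for the lists, and each library left out in turn. The steps were tested on simulated counts for the same comparison of SSC PDGF+ with SSC PDGF-, with 200 of the genes changed. Over 11415 tested genes, edgeR recovered 144 of these (72%), 95% of those with an absolute log2 fold change of 2, with 4 false calls; DESeq2 recovered 83.5%, and 8.74% of its calls were false. With the smaller dispersion of the batch fit, edgeR recovered 96%. The simulated libraries were independent and held no batch difference. These rates therefore do not cover the batches of the data or replicates that may not be separate cultures. Tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.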

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

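The tests of these genes for library size, for GC content and gene length and for batch were set before their result was seen; the thinning of libraries as a setting was added after the data were seen.

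The paper does not discuss ADCYAP1R1, IGSF9B, GRM4 or COL25A1, which were among the genes with the largest rises with PDGF under the naming rule. In edgeR their log2 fold changes were 5.22, 4.93, 4.47 and 4.47, and the naming rule itself required that all 3 SSC PDGF+ libraries exceed all 3 SSC PDGF- libraries. The counts without PDGF were near 0, so the fitted values depend on few reads: GRM4 had 0, 1 and 6 counts in SSC PDGF- replicates 1, 2 and 3, and with each library left out its log2 fold change lay between 3.83 and 6.54. Library size was higher in SSC PDGF+, but with every library thinned to the smallest total, 4 of 4 genes stayed past the threshold and the smallest log2 fold change was 4.35, which argues against it. After removal of GC content and gene length trends in the fit with the replicate block, 4 of 4 stayed past the threshold with a smallest value of 4.29, which argues against such bias as the whole cause. The smallest log2 difference within batch 1 was 3.99, and all 4 were also higher within batch 2, so a difference between batches does not account for the rise. Reads from a near-identical copy of these genes were not tested, apart from identical counts, which none of the 4 shared with another gene. A response of the cultured cells to PDGF and a change in the mix of cells in the cultures both stay open, and neither was tested for these genes. With each library left out in turn, the 4 genes kept their calls. Outliers within groups of 3 libraries were not tested in any other way.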

How the results depend on the processing

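Thinning, summing of replicates 2 and 3, removal of the 50 most abundant genes, 1 gene per set with identical counts, the GC and length correction without the block, and for the scores upper quartile normalization and the block with the GC and length correction, were chosen after seeing the data, as was the use of the batch term to test for a batch difference; the other settings were set before.

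The number of called genes, 2108, stayed within 1.5 times under RLE (2105), upper quartile (2094), library size alone (2009), no count filter (2140), at least 10 counts in every library (1559), DESeq2 (2776), limma-voom (2079), thinning (2018), without the 50 most abundant genes (2056) and with 1 gene per set of identical counts (2071). The share of higher calls was 41.7%; under upper quartile it was 32.5% (680 higher, 1414 lower). The count was 6934 with the replicate block, 6991 with batch as a term, 6126 in batch 2 alone and 6552 with the block and the GC and length correction (4044 higher, 2508 lower, 61.7% higher). The block and the batch term lowered the estimated spread, with a biological coefficient of variation of 0.0634 and 0.0624 against 0.212, and the share of higher calls was 51.7% and 51.6%. The correction without the block gave 5099 (3096 higher, 2003 lower), and replicates 2 and 3 summed, because they may not be separate cultures, gave 693, or 7089 with batch in the model. Stricter thresholds gave 1283 at an absolute log2 fold change of at least 1, of which 30.6% were higher, and 902 at an adjusted p under 0.01, by construction. With 1 library left out, the count ranged from 1168 to 3010. It was 1168 and 1173 without SSC PDGF+ replicates 2 and 3, and 1206 and 1176 without SSC PDGF- replicates 2 and 3. These fits had no batch term, and each split the batches unevenly between the groups. How far this accounts for the counts and for calls lost with 1 library left out was not tested. In the 10 splits of the 6 libraries into 3 and 3, 1 split, the real one, gave as many called genes (2108, with 3838 at an unadjusted p under 0.05). In each of the 9 others edgeR, the only tool run on them, called 0 genes; 8 to 1325 genes had an unadjusted p under 0.05, and 8 to 15 in the 3 that part all 3 pairs. The share cannot fall under 0.1 in this design, so chance cannot be excluded by it.

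The number of called genes was also weighed against technical explanations. Thinning to the smallest library left 2018 calls and removal of the 50 most abundant genes 2056. This argues against library size or a few abundant genes as the whole cause. The GC and length correction with the block left 6552 calls, against 6934 with the block alone, which argues against such trends as the whole cause. Both groups drew on the batches in the same way, so batch could not make the group difference. The 6991 calls with batch in the model therefore add no test of it. A response to PDGF and a change in the mix of cells stay open.

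The stemness score difference of -0.32 kept its sign in every setting run for it, from -0.64 with log2(CPM + 0.1) to -0.02 with the pluripotency list in place of the spermatogonial one. The value of -0.02 lay within the replicate spread (two-sided exact permutation test, p = 0.7), so its sign is not resolved. The 5 pluripotency genes tested had a median log2 fold change of 0.11, with 1 called higher and 0 lower. The score over ERBB4 and PDGFD, -1.07, kept its sign in every setting run for it, with -0.42 for scaled genes the closest to 0. Only PDGFD of the 2 passed the filter, so the values over filtered genes, -2.24 and, with the replicate block and the GC and length correction, -2.37, are those of PDGFD alone. With the replicate block the exact sign-flip p is 0.25 at the smallest and in batch 2 alone 0.333, so these designs could not pass a threshold.

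Of the 23 lists, camera adjusted p crossed 0.05 as follows. An estimated correlation took the ERBB4 and PDGFD (0.108), undifferentiated spermatogonia (0.177), VEGFR (0.102), spermatid (0.0870), meiotic (0.102), peritubular (0.251), immediate early (0.177) and Fig. 1E (0.102) lists above it. Under fry the spermatogonial (0.0257) and differentiating (0.0178) markers of the study, Wnt targets (0.00245), myeloid (0.0081) and PDGF lists (0.00625) fell below it. With at least 10 counts in every library, fewer genes were tested. The undifferentiated (0.120) and meiotic (0.0987) lists were lost and the PDGF list (0.0389) was gained. This filter also drops genes because they fell to few counts, so these losses do not test the decline. With 1 library left out, the adjusted p ranged from 0.0366 to 0.0750 for undifferentiated spermatogonia (over the threshold without SSC PDGF+ replicate 1, 0.0531, or 2, 0.0750), from 0.0203 to 0.0533 for peritubular markers (without SSC PDGF+ replicate 1, 0.0533, or SSC PDGF- replicate 3, 0.0520), from 0.0137 to 0.290 for G2/M and from 0.0407 to 0.562 for S phase genes. The direction of uncalled lists changed for stromal markers with library size alone (0.826), the replicate block (0.945) and batch as a term (0.889), and for endothelial markers with at least 10 counts (0.974); with 1 library left out it changed for Sertoli (0.665 to 0.991) and stromal markers (0.775 to 0.972). The replicate block changed no list's call. The cause of the changes under fry and the estimated correlation was not tested.

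Of 81 named genes tested, 67 were called, and 72 with the block, which added ID4, MKI67, CCDC112, PDGFA and PDGFB, lost no call and changed no other. Of the 67, 50 kept the call in every setting fixed before and 17 lost it without at least 1 library. With replicates 2 and 3 summed, 21 lost the call, among them TCF7 (0.10), NRP2 (0.090), IGF1 (0.063) and FOS (0.063). With batch in the model as well, a fit with 1 residual degree of freedom, the 67 kept it and 5 were gained. Sign changes were seen only in genes that were not called. ID4 was at 0.014 with the block and the GC and length correction and 0.018 with the correction alone, which moved the median of all genes from 0.02 to 0.09. CD14 was at 0.074 in batch 2 alone, and PDGFRB at -0.043 under upper quartile and -0.011 with at least 10 counts. With 1 library left out, log2 fold changes ranged from -0.35 to 0.11 for ZCWPW1, from -0.029 to 0.22 for PDGFC and from -0.078 to 0.16 for PDGFRB. The cause was not tested.

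ERBB4 and STRA8 had at most 2 counts in any library, so neither a rise nor a fall of these 2 genes can be read from these libraries.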

Differences from the paper's values

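The paper states no numbers in its text for these libraries, and its score genes and enriched gene lists are not given in its text, so the lists used here are not the paper's.

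The paper states that PDGF raised the stemness score (Fig. 4J), on a scale that its text does not define, so the values were not set side by side. Here the score over undifferentiated spermatogonial genes was lower with PDGF, with a difference of -0.32. It stayed below 0 under the alternatives set for this score before the data were examined. The closest was -0.02 with the pluripotency list, which lay within the replicate spread. It also stayed below 0 under 2 alternatives added after seeing the data. These gave -0.36 with upper quartile normalization and -0.41 with the replicate block and the GC and length correction over the 15 genes that passed the filter. Within batch 1, with 1 library per group, the pluripotency difference was 0.013. CDH1 is 1 of the 6 genes of the spermatogonial list called lower, and its log2 fold change of -2.84 is also the lowest value of the epithelial list below. Whether cells other than SSCs moved the score was not tested.

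Fig. 4J also shows higher expression of U3 signature genes with PDGF. Here the score over PDGFD, which the paper's text ties to U3, and ERBB4, which it names for U1 to U3, was lower with PDGF, with a difference of -1.07, PDGFD had a log2 fold change of -2.55, and ERBB4, with 4 counts against 1, was too low to test. No setting run here gave a higher score with PDGF, but the score rests largely on PDGFD, so its constant sign adds little to that gene's fall. With each gene scaled to the same variance, the difference was -0.42 (two-sided exact permutation test, p = 0.6). These 2 genes do not stand for the whole U3 signature, whose genes the paper's text does not list.

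The paper states that canonical Wnt signaling rose. Here the 38 components had a median log2 fold change of 0.04 and a mean of -0.14, with 4 higher and 5 lower genes, and no setting run here brought the list past the threshold. The list holds antagonists such as SFRP4 beside receptors such as FZD4, so these values do not show whether the pathway rose or fell. The 8 Wnt targets had a median of 0.55 and a camera adjusted p of 0.084; they passed the threshold under fry (0.00245), an alternative set before the data were examined, while in the other alternatives the list's adjusted p ranged from 0.074 to 0.242.

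Fig. 4K lists the G2/M transition among the raised terms. Here the G2/M list had a median of 0.22 and a camera adjusted p of 0.071. It passed the threshold without SSC PDGF+ replicate 2 (0.0308), without SSC PDGF+ replicate 3 (0.0137) and without SSC PDGF- replicate 1 (0.0196), and in no other setting; over all settings its adjusted p ranged from 0.0137 to 0.683.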

Other observations

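All tests of an explanation in this part, and the epithelial and mesothelial lists, were chosen only after the result was seen; the other lists were fixed before.

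Stromal transcripts took a larger share of the counts than germ cell transcripts in both groups. The fibroblast and stromal list, 18 genes, held at least 4.23% of the counts in every library, while the undifferentiated, meiotic, spermatid and acrosome lists each held at most 0.152% in any library. FN1 was at 6545 ± 211 CPM (SD, n = 3) with PDGF and 5486 ± 671 CPM (SD, n = 3) without. COL1A2 was at 6054 and 5331 CPM and COL1A1 at 6837 and 4518 CPM. For FN1, COL1A2 and COL1A1 the edgeR adjusted p were 0.17, 0.34 and 0.25 in the fit without the block. Their log2 differences were 0.11, 0.07 and 0.59 in batch 1 and 0.33, 0.23 and 0.60 in batch 2. Of the 18 genes, 2 are also in another list used here. These values are consistent with RNA that comes mostly from stromal cells in both groups, as a hypothesis. Expression of matrix genes by the cultured SSCs themselves stays open, since the libraries hold no cell types. The list did not move as a whole, with a median log2 fold change of 0.04, a mean of -0.01 and 3 higher and 4 lower genes over all genes tested (4 and 5 when adjusted over the list alone, 8 and 7 in edgeR with the replicate number as a block; camera adjusted p = 1.0). COL6A1 rose by 1.58 on the log2 scale, while POSTN (-1.77), MMP2 (-1.12) and COL3A1 (-1.07) fell.

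All 37 tested spermatid genes fell, with log2 fold changes from -3.93 to -0.19, a median of -2.86, a mean of -2.42 and an interquartile range of 1.87. The most abundant members were TNP1 at 29.9 and 296 CPM, TNP2 at 31.3 and 280 CPM and ODF2 at 56.9 and 113 CPM, with and without PDGF; ODF2 fell by less, with a log2 fold change of -0.99. Of the 37 tested genes, 3 are in another list used here. The Sertoli (0.04), Leydig (0.31), endothelial (-0.54), myeloid (-0.57) and peritubular (-0.21) lists had medians above the spermatid median of -2.86. Among tested genes, this argues against an equal loss of every testicular cell type other than stroma. ERG, at -2.29, was the lowest of 25 tested Sertoli, Leydig, endothelial and myeloid genes. Single genes fell further: DES of the peritubular list was at -3.27. FATE1 of the Sertoli list, too low to test, had 0 counts with PDGF and 33 without, at least 13.7-fold lower against the floor of 3 counts. A lower share of spermatid RNA in the SSC PDGF+ libraries stays open: the 31 members called lower had an interquartile range of 0.709, but they were chosen by their fall, so this spread does not decide it. Repression of spermatid genes within cells by PDGF, and carry-over of spermatids that differed between cultures, also stay open and were not tested.

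KRT7, ELF3 and SFN, which epithelial cells express, were among the genes with the largest fall, and KRT7 fell in both batches (-6.79 and -7.36). The epithelial list, without these 3 genes, had 11 tested members, all negative, with a median of -1.12 and 6 called lower (camera adjusted p = 1.8e-05, adjusted over the 2 added lists). Its most abundant genes were PAX8 at 26.9 and 58.6 CPM and KRT18 at 10.2 and 31.1 CPM, with and without PDGF. The mesothelial list had 7 tested members, of which 4 were negative and 2 called lower, with a median of -0.38 (camera adjusted p = 0.048). HP, its most abundant gene, was at 26.0 and 24.9 CPM and shares its counts with DHODH. Of the epithelial and mesothelial genes tested, 3 in each list are held by another list, and 7 and 5 were at 1 CPM or more with PDGF. Epithelial or mesothelial cells present in the SSC PDGF- cultures only cannot be told apart from a change of expression within the cultured cells, because the medians lie between 0 and the fall of KRT7 and other cells express part of each list.

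Within the hypoxia list, which rose as a whole, EGLN3 fell. It was at 9.95 ± 0.694 CPM (SD, n = 3) with PDGF and 58.1 ± 4.14 CPM (SD, n = 3) without, a log2 fold change of -2.55 (standard error 0.16, edgeR adjusted p = 8.7e-05), while NDRG1 (2.87) and HK2 (2.41) rose. No explanation was tested.

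The other lists are reported as values. Immediate early genes had a median log2 fold change of 0.43 over 9 genes, with 3 higher over all genes tested and 3 higher and 1 lower when adjusted over the list alone, or 7 higher and 1 lower with the replicate number as a block (camera adjusted p = 0.0093); FOSB (2.95), EGR2 (2.46) and FOS (1.25) rose. Peritubular markers had a median of -0.21 over 11 genes, with 2 lower, or 3 when adjusted over the list alone, or 1 higher and 5 lower with the block (0.029), and among them DES (-3.27) and ACTA2 (-1.19) fell. The Fig. 1E markers had a median of -0.39 over 14 genes, with 5 lower by either adjustment, or 2 higher and 6 lower with the block (0.0052). Not past the threshold in camera were the Sertoli list (0.04 over 7 genes, 0.83), the Leydig list (0.31 over 6, 0.51), the endothelial list (-0.54 over 7, 0.56), the myeloid list (-0.57 over 5, 0.46), the pluripotency list (0.11 over 5, 0.56), ID4 as the only tested spermatogonial marker of the study (-0.32, 0.56) and REC8 as the only tested marker of differentiating or differentiated spermatogonia (-1.16, 0.33). By either adjustment, CLU of the Sertoli list (0.78) and NR2F2 of the Leydig list (0.50) were called higher and IGF1 of the Leydig list (-1.55) and ERG of the endothelial list (-2.29) lower. With the block, edgeR called 1 Sertoli gene higher and 1 lower, 3 Leydig genes higher and 1 lower, 1 endothelial gene higher and 3 lower, and 1 myeloid gene lower. CLU lost its call without SSC PDGF+ replicate 2 (edgeR adjusted p = 0.056) or 3 (0.051), NR2F2 without SSC PDGF+ replicate 2 (0.068) or 3 (0.056) or SSC PDGF- replicate 2 (0.071) or 3 (0.058), and ERG without SSC PDGF+ replicate 1 (0.058) or 3 (0.079) or SSC PDGF- replicate 2 (0.093) or 3 (0.070). With replicates 2 and 3 of each group summed, the calls of FOS (edgeR adjusted p = 0.063), CLU (0.13), NR2F2 (0.22), IGF1 (0.063) and ERG (0.11) were lost. Adding batch to that model kept them, with 1 residual degree of freedom. PDGFD, the only tested gene of the list with ERBB4, passed it (-2.55, 0.0052).

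Genes with identical counts in all 6 libraries formed 405 sets among genes with at least 20 counts in total. Of 386 sets placed on Mmul_10, 371 lie on a single chromosome and 22 overlap. PDGFRA and FIP1L1 are such a pair, as are HP and DHODH. No explanation was tested.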
